# CD52 and OXPHOS—potential targets in ibrutinib-treated mantle cell lymphoma

**DOI:** 10.1038/s41420-022-01289-7

**Published:** 2022-12-31

**Authors:** Viktoria Fuhr, Shanice Heidenreich, Mugdha Srivastava, Angela Riedel, Johannes Düll, Elena Gerhard-Hartmann, Andreas Rosenwald, Hilka Rauert-Wunderlich

**Keywords:** Cell death, Cancer metabolism, Targeted therapies, Target validation

## Abstract

Altered features of tumor cells acquired across therapy can result in the survival of treatment-resistant clones that may cause minimal residual disease (MRD). Despite the efficacy of ibrutinib in treating relapsed/refractory mantle cell lymphoma, the obstacle of residual cells contributes to relapses of this mature B-cell neoplasm, and the disease remains incurable. RNA-seq analysis of an ibrutinib-sensitive mantle cell lymphoma cell line following ibrutinib incubation of up to 4 d, corroborated our previously postulated resistance mechanism of a metabolic switch to reliance on oxidative phosphorylation (OXPHOS) in surviving cells. Besides, we had shown that treatment-persisting cells were characterized by increased CD52 expression. Therefore, we hypothesized that combining ibrutinib with another agent targeting these potential escape mechanisms could minimize the risk of survival of ibrutinib-resistant cells. Concomitant use of ibrutinib with OXPHOS-inhibitor IACS-010759 increased toxicity compared to ibrutinib alone. Targeting CD52 was even more efficient, as addition of CD52 mAb in combination with human serum following ibrutinib pretreatment led to rapid complement-dependent-cytotoxicity in an ibrutinib-sensitive cell line. In primary mantle cell lymphoma cells, a higher toxic effect with CD52 mAb was obtained, when cells were pretreated with ibrutinib, but only in an ibrutinib-sensitive cohort. Given the challenge of treating multi-resistant mantle cell lymphoma patients, this work highlights the potential use of anti-CD52 therapy as consolidation after ibrutinib treatment in patients who responded to the BTK inhibitor to achieve MRD negativity and prolong progression-free survival.

## Introduction

Mantle cell lymphoma (MCL) is a rare mature B-cell neoplasm and represents a heterogeneous disease in view of clinical and biological features [1]. The tumor cells typically harbor the t(11;14)(q13;q32) translocation causing cyclin D1 overexpression [2]. While the classical MCL subtype is characterized by nodal localization, a leukemic non-nodal variant with more indolent behavior is distinguished [1]. However, most patients have peripheral blood and bone marrow involvement at clinical presentation regardless of the subtype [3, 4]. Despite improved prognosis since the use of high-dose cytarabine and rituximab-based immunochemotherapy with autologous stem cell transplantation, MCL remains incurable [5]. Due to tumor cell dependence on B-cell receptor signaling and NF-κB signaling, the inhibition of the Bruton tyrosine kinase by ibrutinib achieves high efficacy in relapsed/refractory MCL [6]. However, residual cells that have adapted to ibrutinib treatment may cause minimal residual disease and eventually relapse [4]. Consequently, understanding the mechanisms of acquired resistance driven by ibrutinib is of immediate clinical relevance for the development of effective add-on or subsequent therapies.

Previously, we elucidated early transcriptomic alterations in cells persisting on 48 h (h) ibrutinib treatment by scRNA-seq using REC-1, an ibrutinib-sensitive mantle cell lymphoma cell line [7]. Surviving cells upregulated *CD52* and separated into two distinct metabolic subgroups. Further experiments confirmed higher CD52 surface density and suggested a link between survival and increased dependence on oxidative phosphorylation (OXPHOS).

Here, we performed a bulk RNA-seq analysis to decipher the features of MCL cells that were finally adapted to ibrutinib by prolonging the treatment of REC-1 cells up to 4 days (d). As RNA-seq data corroborated increased activity of oxidative phosphorylation in resisting cells, we focused on OXPHOS and the previously postulated CD52 as potential targets [7].

Cancer cells with a high proliferation rate rely on balanced cellular metabolism to meet energy demands and to cope with distinct microenvironments and therapeutic pressure [8]. Reprogramming cellular metabolism is therefore a cancer hallmark and a crucial player in resistance dynamics [9, 10]. Besides Warburg’s theory of cancer cell’s reliance on glycolysis independent of oxygen availability, OXPHOS has emerged as a potential target in cancer stem cells of chronic myeloid leukemia and breast cancer, in chemotherapy-resistant NSCLC, acute myeloid leukemia, melanoma, and other entities [11–17]. In MCL, ibrutinib treatment impaired glycolysis in sensitive cells, whereas metabolic reprogramming to oxidative phosphorylation (OXPHOS) was associated with resistance to the BTK inhibitor [18, 19]. The small molecule IACS-010759 (IACS) was developed to inhibit OXPHOS by blocking complex I of the mitochondrial electron transport chain (ETC) and is currently being evaluated in phase I clinical trials (NCT02882321, NCT03291938) [20].

Targeting surface antigens of malignant B cells with specific monoclonal antibodies (mAb) has revolutionized cancer therapy [21]. CD52 is a small surface glycoprotein mainly found on mature immune cells like lymphocytes, and to a lesser extent on stem and progenitor cells [22–24]. The molecule may be involved in transduction of proliferative and activating signals and in transendothelial migration of T cells, anti-adhesion, or may exert an inhibitory effect on BCR signaling [25–30]. Alemtuzumab is a humanized IgG1 kappa antibody that is approved for relapsing-remitting multiple sclerosis and had been used in chronic lymphocytic leukemia (CLL) [31–33]. After binding to CD52 on target cells, the antibody can induce antibody-dependent cellular cytoxicity (ADCC) and complement-dependent-cytotoxicity (CDC), but direct cytotoxicity is controversial [34–37].

In this work, the impact of ibrutinib plus OXPHOS inhibition by IACS-010759 on proliferation, apoptosis, and metabolism of MCL cell lines were studied. In addition, we investigated the efficacy of treatment with ibrutinib and CD52 mAb combined with active complement on viability and proliferation of MCL cell lines and primary tumor cells from ten MCL patients.

## Results

### REC-1 show stable transcriptome across 2 to 4 d ibrutinib treatment

The bulk RNA-seq analysis assessed alterations in transcriptome of ibrutinib-sensitive mantle cell lymphoma cells across extended ibrutinib incubation. Therefore, REC-1 cells were left untreated or were treated for 2 d, 3 d, and 4 d with 400 nM ibrutinib. 

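REC-1 is an established mantle cell lymphoma cell line, and ibrutinib inhibits BTK, a kinase downstream of the B-cell receptor. Poly(A) RNA of viable cells was sequenced in 12 libraries, 3 of untreated cells and 3 each of cells treated with 400 nM ibrutinib for 2 d, 3 d, and 4 d. Every culture lasted 4 d in total. Ibrutinib was dissolved in DMSO, and no DMSO is stated for the untreated cells of this experiment. The authors trimmed the reads with Cutadapt 2.5, mapped them with STAR 2.7.2b, and summed them per gene with featureCounts 1.6.4. The deposited values are estimated read counts per gene that were not scaled. Of the values above 0, 67.5% were whole numbers within a tolerance of 1e-06. The others were fractions, as arise when a read that matches several genes is shared between them, and they held 47.6% to 53.4% of the counts of a library. All values were rounded to whole numbers here. The total count per library was 27078632 to 29855960 in untreated cells, 28984400 to 30550399 at 2 d, 24447922 to 26693236 at 3 d, and 27196792 to 30263498 at 4 d. Ribosomal RNA held 1.39% to 2.07% of the counts in untreated cells and 1.57% to 2.68% at 4 d. Genes of cytosolic ribosomal proteins held 6.95% to 8.53% in untreated cells and 8.83% to 11.3% at 4 d. The table lists 44554 genes with RefSeq gene numbers on GRCh38.p13, whereas the methods name the Ensembl annotation of GRCh38. Of these genes, 27921 had a count in any library and 16200 were abundant enough to be tested. The 13 protein-coding genes of the mitochondrial genome were not analysed here. Counts were normalized by TMM, given as CPM, and tested with edgeR's quasi-likelihood test in 1 model of all 12 libraries with 4 groups. Genes were called up- or downregulated at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper. Members of gene lists were counted at the adjusted p alone. The 48 lists were written before the data were examined, 8 of them after pathways of the paper, and were compared with all other tested genes by camera with a preset correlation of 0.01.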

Viable cells were isolated to capture the gene expression profile of the ibrutinib-surviving cell population. While 385 genes were up- and 633 genes were downregulated between 2 d and untreated, only eight genes remained up- and four genes downregulated in 2 d compared with 4 d (|log2FC| ≥ 1, padj < 0.05). 

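At 2 d, chemokine genes and genes that respond to the B-cell receptor were among those with the largest decreases. CCL22 (gene 6367), a chemokine that attracts T cells, lies on chromosome 16 of GRCh38.p13 from 57358783 to 57366189. Its expression was 238 ± 57.6 CPM (SD, n = 3) in untreated cells and 0.397 ± 0.343 CPM (SD, n = 3) at 2 d. This is a log2 fold change of −9.21 (SE 0.57, adjusted p = 1.57e-07 from edgeR). The log2 fold change was −7.41 for the chemokine CXCL10 (SE 0.84, adjusted p = 2.87e-05 from edgeR) and −7.50 for IL21R, the receptor of interleukin-21 (SE 0.81, adjusted p = 1.50e-05 from edgeR). Of 29 tested genes of chemokines and cytokines, 14 were lower and 2 were higher (17 and 2 when adjusted over the list alone). The list was lower than other genes (camera, adjusted p = 2.34e-11, and adjusted p = 0.0310 with an estimated correlation). Of 49 tested genes that B-cell receptor signaling induces, 27 were lower and 3 were higher (32 and 4 when adjusted over the list alone), and 5 were higher with the replicate block. For this list the adjusted p was 4.78e-23, and the adjusted p with an estimated correlation was 0.0853. SLC2A5 (gene 6518), a fructose transporter on chromosome 1 from 9035106 to 9072259, increased from 0.0955 ± 0.108 CPM (SD, n = 3) to 13.5 ± 0.486 CPM (SD, n = 3). Its log2 fold change was 7.12 (SE 0.62, adjusted p = 1.64e-07 from edgeR), and its values were fractional in 6 of the 12 libraries. The log2 fold change of GNB3, a G protein subunit, was 3.75 (SE 0.15, adjusted p = 1.07e-08 from edgeR). In all, 561 genes were up- and 710 genes were downregulated at 2 d. By DESeq2 with betaPrior=TRUE, the setting of the paper's methods, the counts were 385 and 633. Without replicate 1 of every group, a setting chosen after the data were seen, the counts were 270 and 292, and a test against the fold change limit itself (glmTreat) gave 159 and 253.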

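How many genes differed between 2 d and 4 d depended on the test. SREBF1, a transcription factor of lipid synthesis, had a log2 fold change of 1.33 at 2 d against 4 d in DESeq2 with shrunken fold changes (betaPrior=TRUE, adjusted p = 3.10e-05). In the same fit the sterol transporter gene ABCG1 had a log2 fold change of 1.87 (adjusted p = 2.77e-06) and the desaturase gene FADS2 a log2 fold change of 1.25 (adjusted p = 0.0169). The 4 genes lower at 2 d in this fit were SLC2A5, the cytokine gene TNF, the chemokine receptor gene CCR6, and OVOL3. Apart from SLC2A5, FADS2, CCR6, and OVOL3, which the rule for named genes holds, these genes were chosen after their values were seen. By DESeq2 with betaPrior=TRUE, 8 genes were higher and 4 genes were lower at 2 d than at 4 d. By edgeR without a replicate term, 0 genes were higher and 0 were lower, with 1112 of 16200 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0952. With the replicate number as a block, edgeR called 19 genes higher and 10 genes lower. DESeq2 without shrinkage called 19 and 10, and limma-voom called 0 and 2. The 2 genes from limma-voom were SLC2A5 and CCR6. DESeq2 without shrinkage called every gene that DESeq2 with betaPrior=TRUE called. EdgeR with the replicate block called all of them but CLCN2, a gene named here after its values were seen. These fits use the same libraries, so their overlap is not independent evidence.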

The similarity of 2 d, 3 d, and 4 d treatment is shown by the sample distance heatmap Fig. 1A). The untreated cluster apart from the treated samples. However, there is no differentiation between 2 d, 3 d, or 4 d incubation with ibrutinib.

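CD79B, a signaling subunit of the B-cell receptor, had 399 to 477 CPM in the 3 untreated libraries and 1109 to 1630 CPM in the 9 treated libraries. LDHA (gene 3939), a lactate dehydrogenase subunit, had 2202 to 2992 CPM in untreated cells and 565 to 1113 CPM in treated cells, with fractional values in 10 of the 12 libraries. With the 3 treatment times pooled, 765 genes were up- and 1061 genes were downregulated. The distances between libraries were computed from variance-stabilized values (DESeq2) of 26772 genes. The mean Euclidean distance between an untreated and a treated library was 74.7 ± 6.15 (SD, 27 pairs). It was 40.7 ± 6.69 (SD, 3 pairs) among untreated and 44.5 ± 8.72 (SD, 36 pairs) among treated libraries. The mean distance across both groups exceeded the mean within groups by 30.4 (exact one-sided permutation test, p = 0.00455, the smallest p that the 220 splits allow). The smallest distance of an untreated to a treated library was 62.0, whereas the largest among treated libraries was 64.8. In hierarchical clustering the 3 untreated libraries formed 1 of the first 2 clusters.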

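CCR6 (gene 1235), a chemokine receptor of B cells on chromosome 6 from 167111795 to 167139141, had 9.05 ± 0.704 CPM at 2 d, 22.0 ± 3.90 CPM at 3 d, and 31.5 ± 9.61 CPM at 4 d (SD, n = 3 each). Its log2 fold change at 2 d against 4 d was −1.80 (SE 0.28, adjusted p = 0.0952 from edgeR, and 0.00858 with the replicate block). CD52 had 461 ± 61.5 CPM at 2 d, 501 ± 46.8 CPM at 3 d, and 542 ± 97.4 CPM at 4 d (SD, n = 3 each), with an adjusted p of 0.926 from edgeR at 2 d against 4 d. Of the 51 genes of a mitosis list, 0 differed between 2 d and 4 d by edgeR alone, while 27 were higher at 2 d with the replicate block and 43 were higher when adjusted over the list alone. As a set, the mitosis genes were higher at 2 d than at 4 d, with a median log2 fold change of 0.60 (camera, adjusted p = 7.56e-61, and adjusted p = 0.111 with an estimated correlation). The mean distance was 44.7 ± 9.18 (SD, 9 pairs) between libraries of the same treatment time and 44.5 ± 8.74 (SD, 27 pairs) between libraries of different times. The difference between both means was −0.244 (exact one-sided permutation test, p = 0.471, 280 groupings). Libraries of the same time never share a replicate number, and the 18 pairs that differ in both had a mean distance of 46.8 ± 8.59 (SD). Against these pairs the difference was 2.08, with times permuted within replicate numbers (exact one-sided permutation test, p = 0.0833, 36 groupings), a test chosen after the data were seen. Grouped by replicate number, the libraries of different numbers lay farther apart than those of the same number by 6.29 (exact one-sided permutation test, p = 0.0107). By 1 minus Spearman correlation this test gave p = 0.0571 (exact permutation), and without replicate 3 the difference was 0.954. By an F test in edgeR, 0 genes differed among 2 d, 3 d, and 4 d, with 837 genes at an unadjusted p under 0.05 where chance gives 810. With the replicate block 64 genes differed, with 1561 genes at an unadjusted p under 0.05, and 77 differed by DESeq2 without shrinkage. Of the 1271 genes called at 2 d, 1140 were also called at 4 d in the same direction, 505 of them up and 635 down, and 0 in the opposite direction. If calls were independent, 28.4 and 43.5 would be shared. Both comparisons use the same 3 untreated libraries, which were not split here, so part of the excess may come from them. In 10 simulations of groups without a difference, 0 genes were called in either comparison, so these do not give the size of that part. The log2 fold changes of both comparisons had a correlation of 0.915 over 16200 genes, and in 10 simulations of groups without a difference its mean was 0.496. For 598 of the 1271 genes, the 95% interval of the log2 difference between 4 d and 2 d lay within 1 of 0, and without replicate 1 of every group, a setting chosen after the data were seen, for 296 of the 562 genes then called. For 833 of the 1271 genes the change from untreated cells was larger at 4 d, and the median difference in the direction of the change was 0.15. Of all 16200 tested genes, 70.3% had such an interval within 1 of 0.

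**Figure D1:**
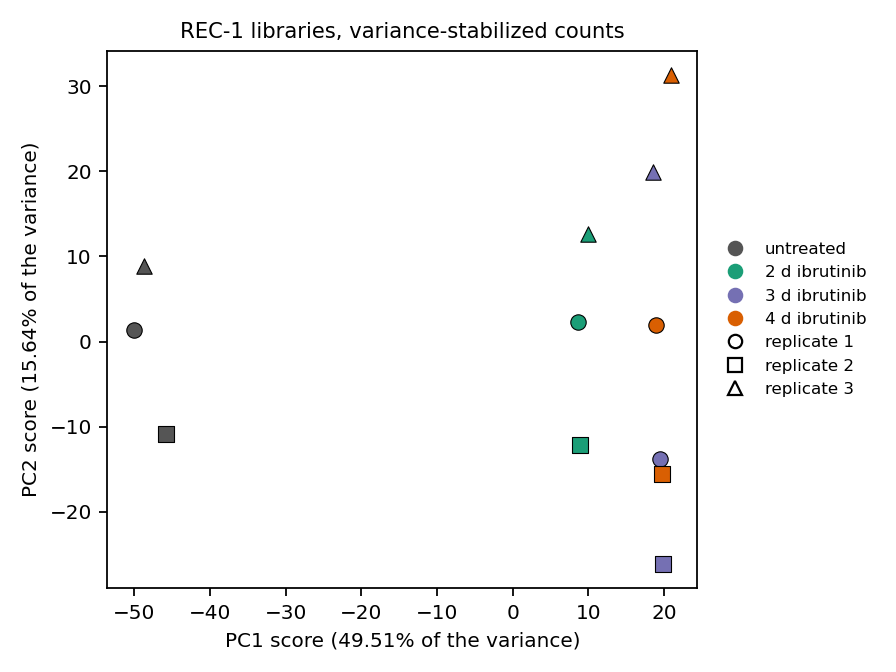
Principal component scores of the 12 REC-1 libraries from variance-stabilized counts, with the first component (49.5% of the variance) on the x axis and the second (15.6%) on the y axis. Colors give the treatment and symbols the replicate number. On the first component the untreated libraries lie between −50.0 and −45.8 and the 2 d libraries between 8.57 and 9.94. The 3 d libraries lie between 18.5 and 19.9 and the 4 d libraries between 18.9 and 20.9, so that 2 d stands apart from both. This separation was not tested.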

**Fig. 1:**
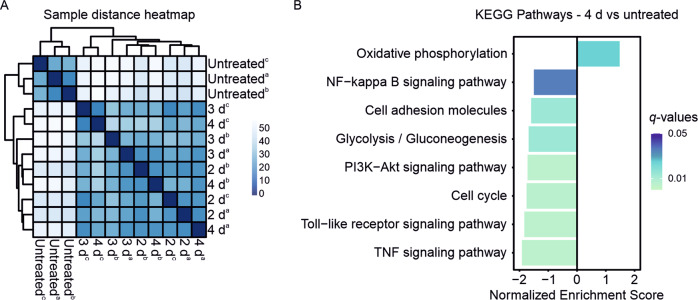
RNA-seq of REC-1 during ibrutinib treatment. **A** Heatmap showing sample-to-sample distances of untreated and ibrutinib-treated (2 d, 3 d, 4 d) samples of three independent replicates (a, b, c) based on the variance stabilizing transformed values. **B** Selected significant pathways (|log2FC | ≥ 1, *q*-value < 0.05) of 4 d ibrutinib-treated REC-1 (vs untreated) from Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway gene set enrichment analysis (GSEA).

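In the lists of B-cell receptor signaling and of B-cell identity, more genes were higher than lower at 4 d. Of 48 genes of B-cell receptor signaling, 23 were higher and 3 were lower (26 and 4 when adjusted over the list alone), and 5 were lower with the replicate block. They included CD79B with a log2 fold change of 1.71 (SE 0.11, adjusted p = 3.44e-07 from edgeR) and the transcription factor NFATC2 with −1.83 (SE 0.18, adjusted p = 1.22e-05 from edgeR). The set was higher than other genes (camera, adjusted p = 2.24e-05, and adjusted p = 0.137 with an estimated correlation). Of 39 tested genes of B-cell identity, 22 were higher and 6 were lower (23 and 7 when adjusted over the list alone; camera, adjusted p = 5.07e-07, and adjusted p = 0.167 with an estimated correlation). Among them were the tetraspanin gene CD37 with a log2 fold change of 1.60 and the adaptor gene BANK1 with 1.67. Of 35 tested genes of lymphocyte trafficking and adhesion, 20 were higher and 9 were lower (20 and 9 when adjusted over the list alone; camera, adjusted p = 0.000115, and adjusted p = 0.286 with an estimated correlation). S1PR2, a receptor that holds B cells in follicles, increased from 8.40 ± 4.68 CPM to 71.2 ± 12.5 CPM (SD, n = 3 each). The gene with the largest increase under the rule for named genes, SLC2A5, reached 36.2 ± 5.71 CPM (SD, n = 3) with a log2 fold change of 8.55 (SE 0.61, adjusted p = 2.10e-08 from edgeR). TAS1R3, a taste receptor subunit, increased from 2.44 ± 1.07 CPM to 119.5 ± 29.4 CPM (SD, n = 3 each). TNFRSF18, a receptor of the TNF family, decreased from 26.1 ± 8.01 CPM to 0.0964 ± 0.114 CPM (SD, n = 3 each). In all, 819 genes were up- and 992 genes were downregulated at 4 d. With glmTreat the counts were 239 and 394, and without replicate 1 of every group, chosen after the data were seen, 591 genes were downregulated.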

Differentially expressed genes (DEGs) between 4 d and untreated were assessed for gene set enrichment of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. 

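Most ribosomal protein genes were higher at 4 d, most tested genes of the hypoxia response were lower, and a part of the genes of ribosome assembly was lower. Of 83 genes of cytosolic ribosomal proteins, 53 were higher and 1 was lower (66 and 1 when adjusted over the list alone), with a median log2 fold change of 0.48. The set was higher than other genes (camera, adjusted p = 1.06e-11, and adjusted p = 0.365 with an estimated correlation). Of 54 genes of ribosome biogenesis, 18 were lower and 0 were higher (21 and 0 when adjusted over the list alone), and 34 were lower with the replicate block. For this list the adjusted p was 0.000125, and the adjusted p with an estimated correlation was 0.310. Of 30 tested genes of the hypoxia response, 22 were lower and 2 were higher (25 and 2 when adjusted over the list alone), with a median log2 fold change of −1.40. BNIP3, a mitochondrial protein of this response, decreased from 86.9 ± 35.9 CPM to 9.67 ± 1.53 CPM (SD, n = 3 each). This list had an adjusted p of 3.14e-12, and an adjusted p of 0.181 with an estimated correlation. Of the 46 lists with at least 3 tested genes, 11 were higher and 19 were lower at 4 d by camera. With an estimated correlation only the interferon response list remained, with an adjusted p of 0.0195. The correlations were estimated in the fit without the replicate block, so differences between replicate numbers may enter them. This test was not run with the block. By fry, which does not compare a list with other genes, 11 lists were higher and 24 were lower. By fgsea, 10 were higher and 23 lower on DESeq2's shrunken fold changes, and 4 were higher and 19 lower on edgeR's fold changes. The complete collection of KEGG sets was not used here.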

Positive enrichment scores were detected for 16 gene sets and negative enrichment was assigned to 82 pathways (|log2FC| ≥ 1, *q*-value < 0.05; Supplementary Table 1). After 4 d of ibrutinib, downstream signaling of the B-cell receptor such as NF-ĸB (NES = −1.50, *q*-value = 0.036), PI3K-Akt (NES = −1.72, *q*-value = 0.005), Toll-like receptor (NES = −1.83, *q*-value = 0.005), and TNF signaling (NES = −1.92, *q*-value = 0.005) were weakened (Fig. 1B, Supplementary Fig. 1). 

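Genes that NF-ĸB induces were lower at 4 d, while the members of the signaling pathway moved both ways. Of 46 tested NF-ĸB target genes, 30 were lower and 5 were higher (32 and 7 when adjusted over the list alone). The set was lower than other genes, with a median log2 fold change of −1.15 (camera, adjusted p = 3.97e-17, and adjusted p = 0.119 with an estimated correlation). TNFAIP3, an inhibitor of NF-ĸB that NF-ĸB itself induces, decreased from 100.5 ± 32.4 CPM to 9.25 ± 1.27 CPM (SD, n = 3 each). Its log2 fold change was −3.44 (SE 0.22, adjusted p = 4.88e-07 from edgeR). The NF-ĸB subunit gene NFKB2 had a log2 fold change of −2.73 (SE 0.19, adjusted p = 7.77e-07 from edgeR). Of 49 tested genes that the B-cell receptor induces, 25 were lower and 5 were higher at 4 d (28 and 5 when adjusted over the list alone; camera, adjusted p = 1.97e-13, and adjusted p = 0.137 with an estimated correlation). CD83, an activation marker, had a log2 fold change of −4.42 (SE 0.29, adjusted p = 1.02e-06 from edgeR). Of 74 tested genes of the NF-ĸB pathway list, 20 were lower and 18 were higher (24 and 18 when adjusted over the list alone). The higher members included the cytokine gene LTB with a log2 fold change of 2.09 and the kinase gene PRKCB with 1.14. The pathway list did not pass camera (adjusted p = 0.117, and adjusted p = 0.504 with an estimated correlation). It passed without untreated replicate 3 (adjusted p = 0.00681), by fry (adjusted p = 0.0404), and by fgsea on DESeq2's shrunken and on edgeR's fold changes (adjusted p = 0.0160 and 0.0173), lower in each.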

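In the lists of PI3K-Akt, Toll-like receptor, and TNF signaling, more genes were lower than higher at 4 d. Of 201 tested genes of the PI3K-Akt list, 48 were lower and 25 were higher (50 and 29 when adjusted over the list alone). CSF1, a cytokine, decreased from 24.8 ± 1.72 CPM to 0.920 ± 0.0653 CPM (SD, n = 3 each), and IL6R, a cytokine receptor, from 60.9 ± 8.62 CPM to 7.19 ± 0.365 CPM (SD, n = 3 each). The G protein subunit genes GNB3 and GNG7 had log2 fold changes of 3.85 and 2.90. The list did not pass camera (adjusted p = 0.156, and adjusted p = 0.417 with an estimated correlation), but it passed without untreated replicate 3 (adjusted p = 0.0428), by fry (adjusted p = 0.0274), and by fgsea on DESeq2's shrunken and on edgeR's fold changes (adjusted p = 4.13e-05 and 4.89e-05), lower in each. Of 77 tested genes of Toll-like receptor signaling, 19 were lower and 11 were higher (20 and 12 when adjusted over the list alone). CD80, a costimulatory molecule, decreased from 47.1 ± 5.28 CPM to 1.47 ± 0.585 CPM (SD, n = 3 each), and the chemokine gene CCL3 from 32.7 ± 10.2 CPM to 2.41 ± 0.538 CPM (SD, n = 3 each). The list was lower than other genes (camera, adjusted p = 0.0215, and adjusted p = 0.174 with an estimated correlation). Of 88 tested genes of TNF signaling, 26 were lower and 13 were higher (31 and 16 when adjusted over the list alone), among them the receptor gene IL18R1 with a log2 fold change of −3.71. The list was lower than other genes (camera, adjusted p = 0.00396, and adjusted p = 0.202 with an estimated correlation). Of the genes that the paper's supplement gives as driving its enrichment, those tested here and called in its direction were 18 of 20 for NF-ĸB, 43 of 47 for PI3K-Akt, 17 of 17 for Toll-like receptor, and 25 of 27 for TNF signaling. The study chose these genes on the same libraries, so their direction is not independent evidence.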

Besides reduced cell cycle activity (NES = −1.76, *q*-value = 0.005), expression of cell adhesion molecules (NES = −1.60, *q*-value = 0.014) decreased. 

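Mitosis genes were lower at 4 d almost throughout. Of 51 genes of mitosis, 45 were lower and 0 were higher (46 and 0 when adjusted over the list alone), with a median log2 fold change of −0.92. The mitotic kinase gene AURKA decreased from 124 ± 8.10 CPM to 54.0 ± 6.89 CPM (SD, n = 3 each), a log2 fold change of −1.20 (SE 0.14, adjusted p = 3.45e-05 from edgeR). The set was lower than other genes (camera, adjusted p = 4.47e-22, and adjusted p = 0.120 with an estimated correlation). Of 49 genes of DNA replication, 29 were lower and 3 were higher (31 and 3 when adjusted over the list alone; camera, adjusted p = 1.20e-07, and adjusted p = 0.286 with an estimated correlation). GMNN, which controls replication licensing, had a log2 fold change of −1.16, and the polymerase subunit gene POLD4 one of 2.47. Of the 115 tested genes of the cell cycle list, 42 were lower and 9 were higher (43 and 10 when adjusted over the list alone). Cyclin B1 (CCNB1) decreased from 268 ± 16.1 CPM to 127 ± 16.0 CPM (SD, n = 3 each). CDKN2C, an inhibitor of the kinases CDK4 and CDK6, increased from 233 ± 37.6 CPM to 658 ± 36.8 CPM (SD, n = 3 each). The list was lower than other genes (camera, adjusted p = 0.00101, and adjusted p = 0.169 with an estimated correlation).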

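Among cell adhesion molecules, members moved both ways at 4 d. ICAM1 (an integrin ligand) decreased from 103 ± 17.1 CPM to 21.0 ± 1.11 CPM (SD, n = 3 each), a log2 fold change of −2.30 (SE 0.17, adjusted p = 1.35e-06 from edgeR). CD80 had a log2 fold change of −5.01 (SE 0.26, adjusted p = 9.37e-08 from edgeR). PECAM1, an adhesion molecule of leukocytes and endothelium, increased from 18.0 ± 3.17 CPM to 174 ± 11.8 CPM (SD, n = 3 each), a log2 fold change of 3.27 (SE 0.12, adjusted p = 4.74e-09 from edgeR). VSIR, an immune checkpoint molecule, increased from 3.55 ± 1.08 CPM to 42.8 ± 5.77 CPM (SD, n = 3 each). Of 72 tested members, 24 were lower and 17 were higher (25 and 19 when adjusted over the list alone). The list did not differ from other genes by camera (adjusted p = 0.353, and adjusted p = 0.762 with an estimated correlation) nor on balance by fry (adjusted p = 0.265). Fry's test for change in either direction gave an adjusted p of 2.40e-12. By fgsea the list was lower on DESeq2's shrunken fold changes (adjusted p = 0.00602) and on edgeR's fold changes (adjusted p = 0.00223). Of the 23 tested genes that the paper's supplement gives as driving the enrichment of this set, 21 were called lower here, and of 49 for the cell cycle set 42 were, although the study chose them on these libraries and they are not independent evidence.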

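Most of the tested core glycolytic genes were lower at 4 d. Of 22 core glycolytic enzymes and transporters, 17 were lower and 0 were higher (17 and 0 when adjusted over the list alone), with a median log2 fold change of −1.05. LDHA, on chromosome 11 from 18394563 to 18408425, decreased from 2576 ± 396 CPM to 608 ± 39.9 CPM (SD, n = 3 each). This is a log2 fold change of −2.08 (SE 0.14, adjusted p = 5.31e-07 from edgeR). The log2 fold change was −1.31 for ENO1, −1.23 for PGK1, and −1.12 for PKM. The core set was lower than other genes (camera, adjusted p = 5.44e-14, and adjusted p = 0.120 with an estimated correlation). Of 46 tested genes of glycolysis and gluconeogenesis, 19 were lower and 4 were higher (19 and 4 when adjusted over the list alone; camera, adjusted p = 4.83e-05, and adjusted p = 0.139 with an estimated correlation). By fgsea the adjusted p of this list was 0.00275 on DESeq2's shrunken fold changes and 0.252 on edgeR's, lower in both. Of the 19 genes that the paper's supplement gives as driving its enrichment, 18 were called lower here, although the study chose them on these libraries and they are not independent evidence. The 4 higher genes were ACSS1, ALDH2, ADPGK, and ALDH3B2, and ALDH3B2 stayed at 0.533 ± 0.125 CPM (SD, n = 3).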

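Of 108 tested nuclear genes of oxidative phosphorylation, 24 were higher and 6 were lower at 4 d (24 and 6 when adjusted over the list alone), and 42 were higher and 10 lower with the replicate block. The median log2 fold change of the list was 0.16. The list follows the KEGG pathway and so also holds V-type proton pumps, which are not part of the respiratory chain. Their subunit gene ATP6V0D1 increased from 199 ± 13.1 CPM to 337 ± 18.3 CPM (SD, n = 3 each), a log2 fold change of 0.76 (SE 0.09, adjusted p = 5.52e-05 from edgeR). NDUFA13 of complex I had a log2 fold change of 0.79 (SE 0.18, adjusted p = 0.00638 from edgeR) and ATP5F1E of the ATP synthase one of 0.52 (SE 0.10, adjusted p = 0.00163 from edgeR). Only 1 of the higher genes, the V-type pump gene ATP6V1G2, changed by a log2 fold change of at least 1, and its values were fractional in 9 of the 12 libraries. COX4I2 (gene 84701), an isoform of a cytochrome c oxidase subunit on chromosome 20 from 31637856 to 31645009, decreased from 56.9 ± 6.59 CPM to 4.22 ± 1.34 CPM (SD, n = 3 each). Its log2 fold change was −3.75 (SE 0.25, adjusted p = 6.41e-07 from edgeR). The other lower genes were ATP6V1C2, NDUFV2, PPA1, SDHA, and UQCRFS1. Of complex I, 6 of 37 genes were higher and 1 was lower, of complexes II and III 4 of 14 were higher and 2 lower, and of complex IV 4 of 13 were higher and 1 lower (over each list alone 2 and 1, 5 and 3, and 4 and 1). Of the ATP synthase, 2 of 15 were higher and 0 lower, and of V-type proton pumps 7 of 20 were higher and 1 lower (over each list alone 2 and 0, and 7 and 2), with 2 pump genes lower under the replicate block. The list as a whole was higher than other genes (camera, adjusted p = 0.0365, and adjusted p = 0.600 with an estimated correlation). Without 4 d replicate 2 the adjusted p was 0.200, without untreated replicate 1 it was 0.0884, and without 4 d replicate 1 it was 0.0602. By library size alone it was 0.0802, by fry 0.0655, without the V-type pump genes 0.0812, and fgsea on edgeR's fold changes turned the direction (adjusted p = 0.812). With the replicate block and a GC correction the list was higher (camera, adjusted p = 0.00983), with 47 genes higher and 11 lower. Without 4 d replicate 3 camera's adjusted p was 0.00117. By fgsea on DESeq2's shrunken fold changes, the kind of ranking in the paper's methods, the list was higher (normalized enrichment score of 1.46, adjusted p = 0.0160). Of the 53 genes that the paper's supplement gives as driving the enrichment, chosen on these libraries and so not independent evidence, 24 were called higher here.

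**Figure D2:**
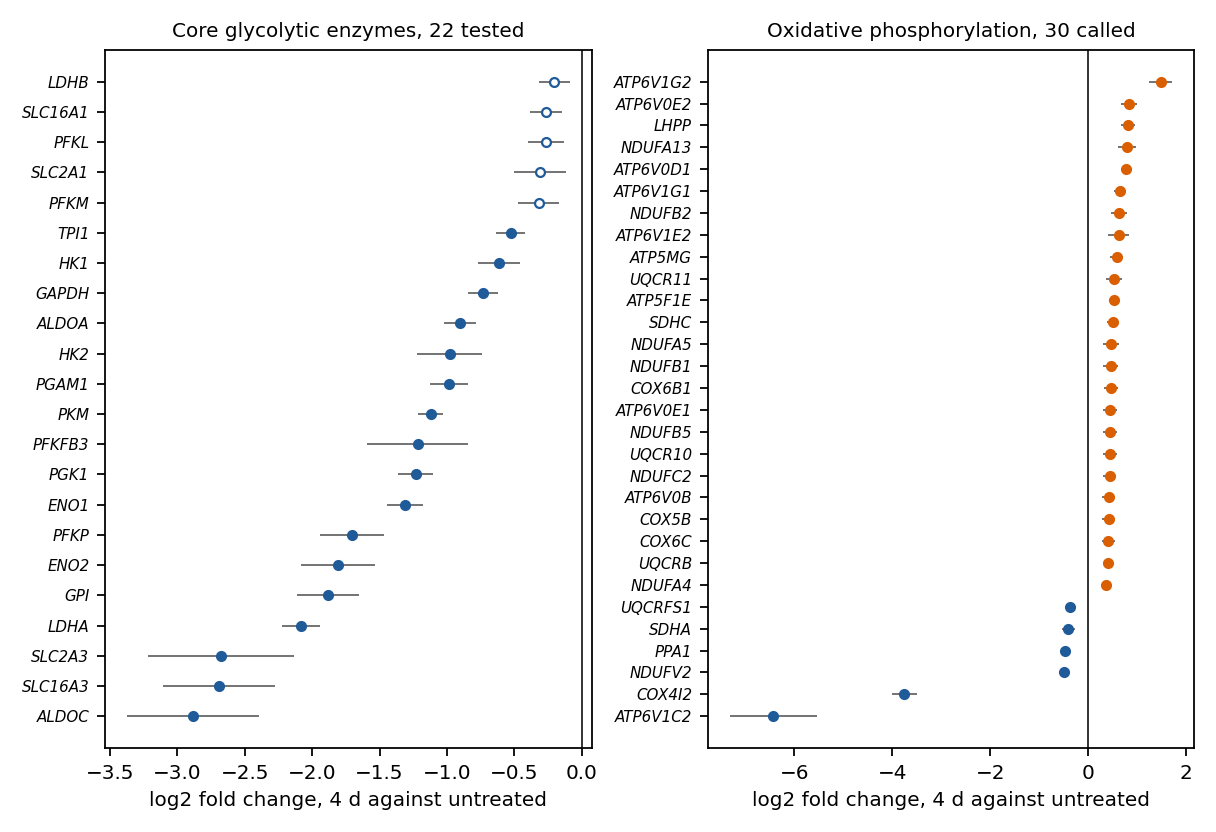
Log2 fold changes at 4 d against untreated cells (x axis) of the 22 core glycolytic genes (left) and of the 30 genes of oxidative phosphorylation with an adjusted p under 0.05 (right), with SE as bars. Filled circles mark genes with an adjusted p under 0.05 from edgeR, and all 22 glycolytic genes lie below 0.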

While glycolysis/gluconeogenesis (NES = −1.68, *q*-value = 0.014) was impaired, ibrutinib caused enhanced oxidative phosphorylation (OXPHOS, NES = 1.48, *q*-value = 0.025).

### Combination of ibrutinib and OXPHOS inhibitor IACS-010759 is highly toxic to ibrutinib-sensitive cells

Cells were first treated with 400 nM ibrutinib for 3 d to trigger reliance on OXPHOS, before 25 nM IACS was added to the surviving cells for 2 additional days. In the DMSO-pretreated controls, OXPHOS inhibition caused stronger decrease in proliferation in REC-1 (DMSO/DMSO vs DMSO/IACS, *P* = 0.007) than in the ibrutinib-resistant control cell line MAVER-1 (DMSO/DMSO vs DMSO/IACS, *P* = 0.035; Fig. 2A). However, the two cell lines showed a differential response over time. The kinetic course of proliferation revealed higher proliferation loss in REC-1 at 1–3 d treatment with IACS compared with MAVER-1 (Supplementary Fig. 2A). This changed at 4 d treatment, as MAVER-1 showed a sharp decrease in proliferation, whereas the proliferation of REC-1 remained constant over 3–4 d treatment. In consecutive treatment, MAVER-1 was not affected by ibrutinib treatment and proliferation remained unchanged between IACS only treatment and the combination with ibrutinib (ibrutinib/DMSO vs ibrutinib/IACS, *P* = 0.927; Fig. 2A). In REC-1, ibrutinib alone resulted in a decrease in proliferation to 37%. However, the addition of IACS to ibrutinib did not further reduce proliferation (ibrutinib/DMSO vs ibrutinib/IACS, *P* = 0.789; Fig. 2A), increase apoptosis or reduce OCR/ECAR ratios (Supplementary Fig. 2B and C, supplementary Original Western Blots).

**Fig. 2:**
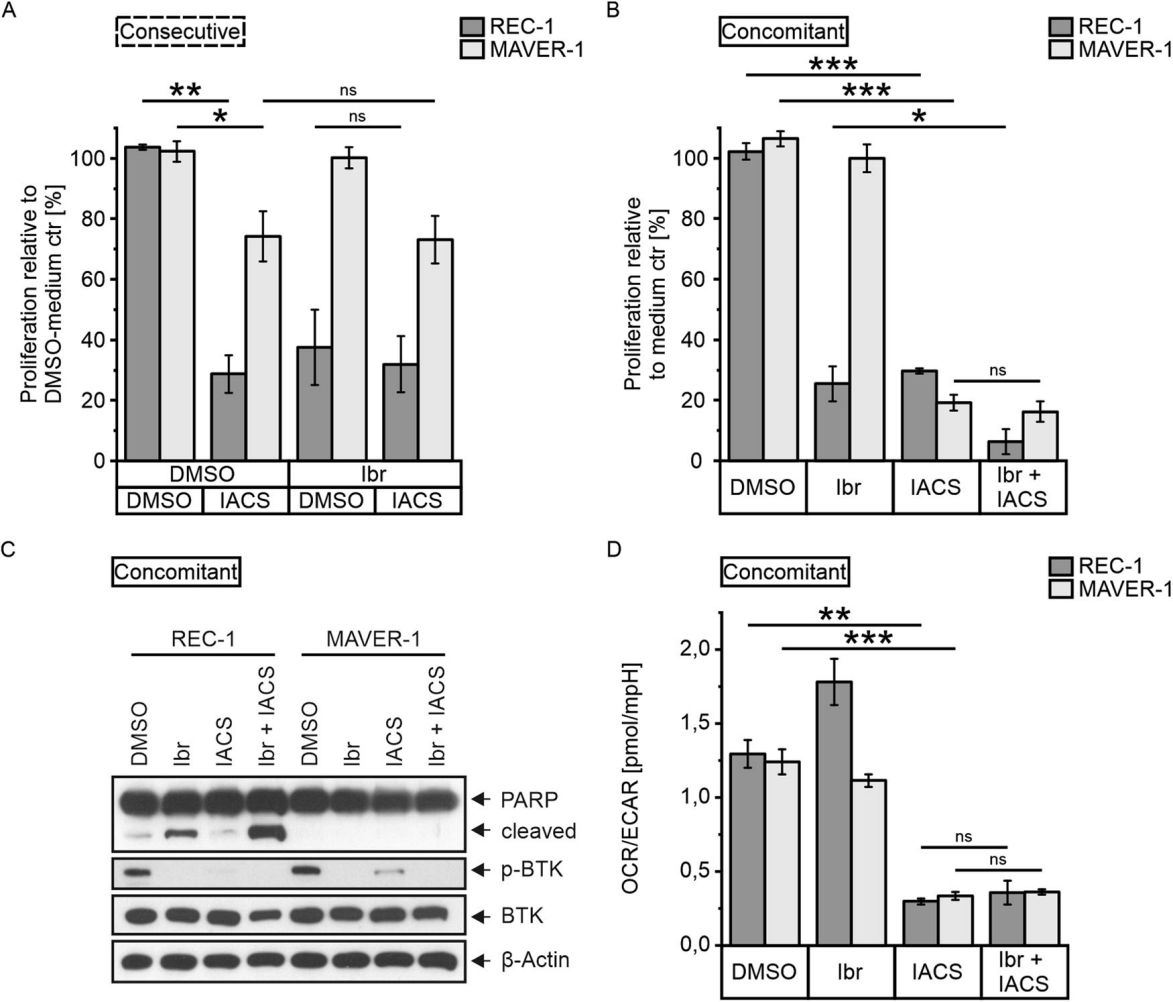
Combination of ibrutinib and IACS-010759 treatment. **A** Consecutive treatment of REC-1 and MAVER-1 with 3 d ibrutinib pretreatment (400 nM or DMSO), followed by incubation of viable cells with 25 nM IACS-010759 or DMSO and 400 nM ibrutinib or DMSO according to pretreatment for 2 more days, and **B** Concomitant ibrutinib (400 nM) plus IACS-010759 (25 nM) treatment of REC-1 and MAVER-1 across 4 d; proliferation was assessed by 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay and percentages relative to medium control (ctr) pretreated with DMSO (**A**; *N* = 3) and relative to medium control (**B**; *N* = 4) are shown. **C** Western blot with PARP, p-BTK, BTK, and β-Actin as loading control (representative for *N* = 3; see supplementary Original Western Blots), and **D** Extracellular flux analysis showing oxygen consumption rate vs extracellular acidification rate ratios (*N* = 4) of 3 d simultaneous treatment with 400 nM ibrutinib and 25 nM IACS-010759. Data are shown as mean ± SEM. Significance was determined by two-sided Student’s *t*-test or a Welch’s *t*-test, for equal or unequal variances, respectively. *P < 0.05, **P < 0.01, ***P < 0.001, *P* > 0.05 not significant (ns). Significance is indicated for relevant comparisons.

Given the poor effect of IACS in consecutive regimen, we tested whether concomitant use of ibrutinib and IACS for 04 d would have a superior effect to ibrutinib treatment alone. In REC-1, a significant decrease in proliferation was observed, from 25% after ibrutinib alone to 6% in combination with IACS (ibrutinib vs ibrutinib + IACS, *P* = 0.035; Fig. 2B). This was accompanied by increased apoptosis as indicated by higher PARP cleavage after 03 d treatment (Fig. 2C, supplementary Original Western Blots). In MAVER-1, IACS impaired proliferation (DMSO vs IACS, *P* < 0.001) and the effect of the combination was similar to IACS only treatment (IACS vs ibrutinib + IACS, *P* = 0.500), as ibrutinib had no effect (Fig. 2B). Loss in proliferation due to 04 d of IACS was higher in MAVER-01 than in REC-01 (DMSO vs IACS, *P* < 0.001 for REC-1), which was opposite to 02 d treatment described above and reflected the proliferation course of the two cell lines across IACS treatment, as shown by the kinetics (Supplementary Fig. 2A). As PARP was not inactivated following 03 d IACS only treatment in both cell lines, reduced proliferation was not associated with increased apoptosis (Fig. 2C, supplementary Original Western Blots). In contrast, IACS affected activation of BTK, resulting in reduced (MAVER-1) or no phosphorylation (REC-1). The extracellular flux analysis revealed low oxygen consumption rate (OCR) vs extracellular acidification rate (ECAR) ratios in both cell lines following 03 d incubation with IACS (DMSO vs IACS, *P* = 0.002 for REC-01 and *P* < 0.001 for MAVER-1; Fig. 2D). Even though ibrutinib caused an increased OCR/ECAR ratio in REC-01 cells, as previously reported by Fuhr et al. [7], IACS led to similarly low OCR/ECAR ratios in REC-01 and MAVER-01 independent of the combination with ibrutinib (IACS vs ibrutinib + IACS, *P* = 0.525 for REC-01 and *P* = 0.467 for MAVER-1).

### Ibrutinib-sensitive cells are highly susceptible to CD52 mAb-mediated complement-dependent cytotoxicity following ibrutinib pretreatment

The CD52 surface expression of 8 MCL cell lines was determined after 3 d ibrutinib (400 nM) incubation to check whether any responded similarly to REC-1 with increased expression. REC-1 had the highest basal CD52 level and was the only cell line upregulating CD52 surface expression with ibrutinib (*P* = 0.035, Fig. 3A). Therefore, subsequent experiments studied CD52 mAb therapy in combination with human serum as a source of complement only in REC-1 cells following 3 d ibrutinib pretreatment (consecutive setup) and included MAVER-1 as ibrutinib-resistant MCL cell line.

**Fig. 3:**
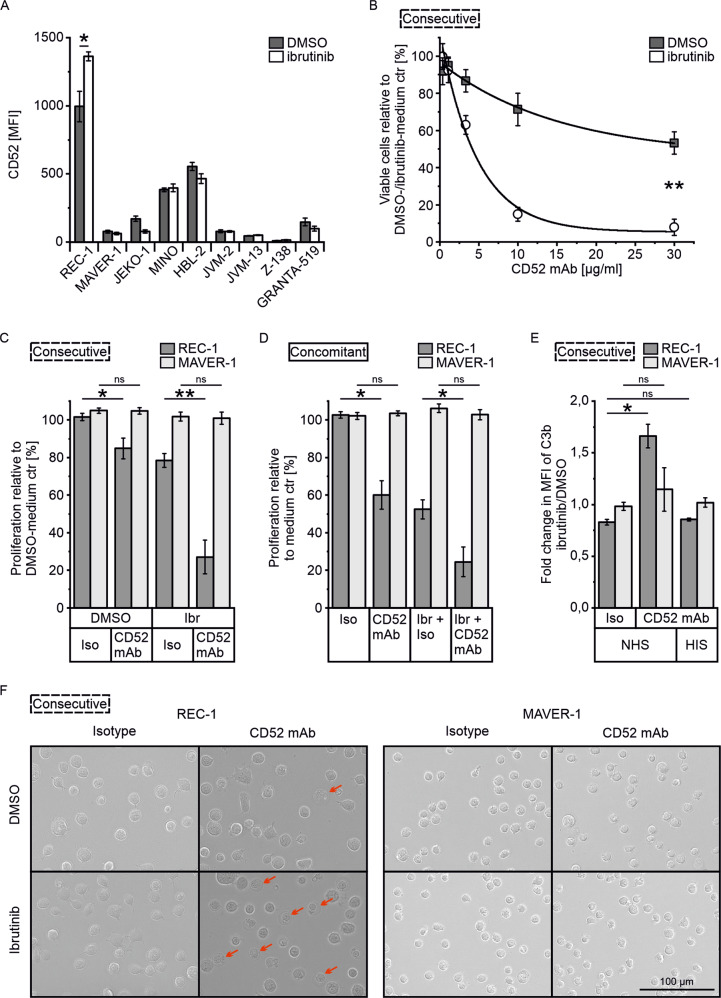
Combination of ibrutinib and CD52 mAb with human serum. **A** CD52 surface levels of the indicated mantle cell lymphoma cell lines as mean fluorescence intensity (MFI, median) after 3 d treatment with 400 nM ibrutinib (or DMSO) analyzed by flow cytometry using CD52-PE (*N* = 3). **B** Titration of CD52 mAb concentration in combination with 10% normal human serum (NHS) on surviving cells of 3 d ibrutinib (400 nM) or DMSO pretreatment (consecutive treatment); viable cells (PI-) were determined by flow cytometry after 30 min of serum addition and percentage is shown compared to medium control (ctr) of ibrutinib- or DMSO-pretreated cells (*N* = 3). **C** Consecutive treatment as described in (**B**) with 10 µg/ml CD52 mAb (or isotype) and 10% NHS for 15 min, and **D** Concomitant treatment with ibrutinib plus 10 µg/ml CD52 mAb (or isotype) and 10% NHS across 48 h; proliferation was determined by 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay and is shown as a percentage compared to medium control of ibrutinib- or DMSO-pretreated cells (**C**, *N* = 4), and medium control (**D**, *N* = 3). **E** C3b deposition on cell surface following consecutive treatment as described in (**C**) using heat inactivated human serum (HIS) as control; fold change in C3b-FITC mean fluorescence intensity (MFI, geometric mean) between ibrutinib- and DMSO-pretreated cells as determined by flow cytometry (*N* = 3). **F** Microscopy images following consecutive treatment as described in (**C**), representative for three independent experiments. Data are shown as mean ± SEM. Significance was determined by two-sided Student’s *t*-test or a Welch’s *t*-test, for equal or unequal variances, respectively. *P < 0.05, **P < 0.01, *P* > 0.05 not significant (ns). Significance is indicated for relevant comparisons.

Different antibody concentrations were tested on ibrutinib- or DMSO-pretreated REC-1 cells. The ibrutinib group showed higher sensitivity than the DMSO group, with 8 and 53% remaining viable cells at 30 µg/ml after only 30 min of serum incubation, respectively (DMSO/CD52 mAb vs ibrutinib/CD52 mAb, *P* = 0.004; Fig. 3B). The maximum effect on viability was reached at a minimum antibody concentration of 10 µg/ml, that was used for the following experiments.

Since dead cells from pretreatment were removed and only viable REC-1 cells were tested in consecutive setup, proliferation of REC-1 cells was still 78% in ibrutinib-pretreated isotype control (Fig. 3C). Upon addition of CD52 mAb with NHS, proliferation of ibrutinib-pretreated REC-1 dropped to 27% (ibrutinib/isotype vs ibrutinib/CD52 mAb, *P* = 0.002), whereas DMSO group still showed 85% of proliferation (DMSO/isotype vs DMSO/CD52 mAb, *P* = 0.030). MAVER-1 cells were neither affected by ibrutinib nor by anti-CD52 (DMSO/isotype vs DMSO/CD52 mAb, *P* = 0.927 and ibrutinib/isotype vs ibrutinib/CD52 mAb, *P* = 0.831).

With respect to the higher efficacy of concomitant use of ibrutinib and IACS, the simultaneous treatment with ibrutinib, CD52 mAb, and NHS for 48 h was investigated. CD52 mAb treatment alone led to a decrease in proliferation to 60% in REC-1 (isotype vs CD52 mAb, *P* = 0.032; Fig. 3D). Concomitant ibrutinib plus CD52 mAb resulted in a significant decrease in proliferation to 24% compared to 52% with ibrutinib plus isotype (*P* = 0.040). Again, proliferation of MAVER-1 remained unchanged across 48 h treatment with ibrutinib, CD52 mAb (isotype vs CD52 mAb, *P* = 0.553), and the combination (ibrutinib + isotype vs ibrutinib + CD52 mAb, *P* = 0.397).

Relative to the corresponding ibrutinib/isotype control, decrease of proliferation was 28% for concomitant incubation, and 51% for consecutive treatment. Due to the higher and fast toxicity of the consecutive approach on ibrutinib-sensitive REC-1, next experiments were performed accordingly.

To investigate whether CD52 mAb mediated toxicity was caused by complement activation, the deposition of the complement component C3b on cell surface was tracked by flow cytometry. Upon addition of CD52 mAb and NHS, the C3b level on cell surface of ibrutinib-pretreated REC-1 was 1.7 fold higher than in the DMSO-pretreated control (Fig. 3E). The fold change of C3b of CD52 mAb between ibrutinib and DMSO pretreatment was significantly higher compared to isotype control (*P* = 0.019). When heat inactivated human serum (HIS) was added instead of NHS, no complement activation was determined and no difference between ibrutinib and DMSO pretreatment was observed (isotype/NHS vs CD52 mAb/HIS, *P* = 0.442). In MAVER-1, the addition of CD52 mAb or isotype with NHS or HIS did not induce significant differences of C3b deposition (isotype/NHS vs CD52 mAb/NHS, *P* = 0.526) and ibrutinib pretreatment did not show an effect on extent of complement activation compared to DMSO control.

Microscopy showed cell lysis indicated by cell swelling and bloated plasma membranes in REC-1 cells treated with CD52 mAb and NHS (Fig. 3F). The extent of cell lysis was the highest following ibrutinib pretreatment. In contrast, the morphology of MAVER-1 cells was not affected by the antibody.

### Ibrutinib triggers upregulation of CD52 in a subgroup of MCL patients and causes higher susceptibility to CD52 mAb mediated cytotoxicity in ibrutinib-sensitive cases

Primary mantle cell lymphoma cells collected from patients at first diagnosis and from one patient after relapse (P3) were included to study the effect of treatment with ibrutinib and CD52 mAb (8 peripheral blood mononuclear cell (PBMC), 2 lymph node, and 2 healthy control PBMC samples; see Supplementary Table 2 for patient characteristics). As the previous experiments revealed higher toxicity of the consecutive use of ibrutinib and CD52 mAb, cells were first treated for 2–3 d with 400 nM ibrutinib depending on cell fitness.

Given the wide variation in response to ibrutinib, cases with viability loss >50% were considered as ibrutinib-sensitive (P2, P6, P7, P8) and those with <50% as ibrutinib-insensitive (Fig. 4A). The surface antigen CD52 was expressed in all included primary MCL cells and the CD52 level on the tumor cells was higher compared to healthy control B cells (H1, H2). In 4 out of 10 MCL patients, CD52 surface expression increased by more than 25% with ibrutinib. Two of these cases belonged to ibrutinib-sensitive (P6, P7) and two to ibrutinib-insensitive cohort (P3, P4). Subsequent treatment with 10 µg/ml CD52 mAb and 10% NHS strongly reduced viability of malignant and healthy B cells (Fig. 4B). However, significantly lower viability of the ibrutinib- compared to DMSO-pretreated cells was observed in the ibrutinib-sensitive cohort following anti-CD52 therapy (*P* = 0.003). Specifically, in two (P6, P7) of 10 primary samples, ibrutinib led to reduced viability of more than 50%, triggered considerable upregulation of surface CD52, and rendered the tumor cells more vulnerable to CD52 mAb mediated toxicity, as seen in the ibrutinib-sensitive cell line model.

**Fig. 4:**
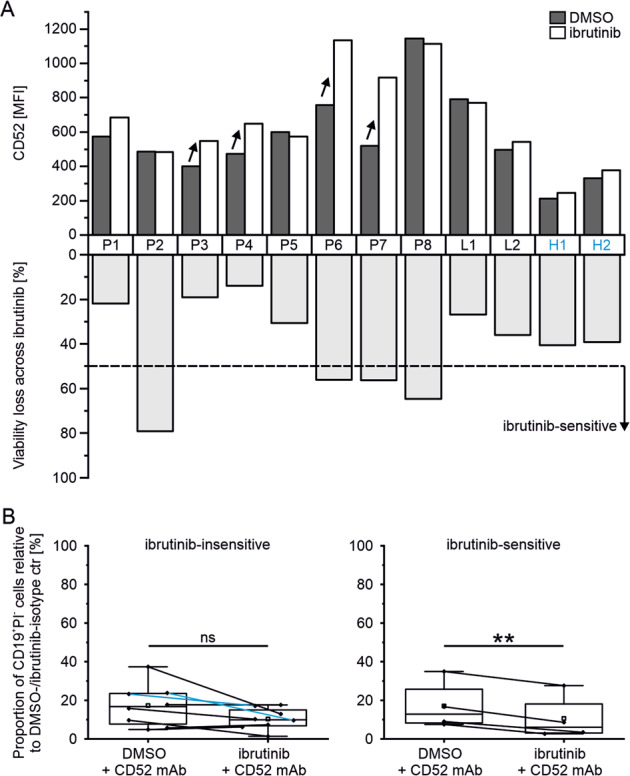
CD52 as target in ibrutinib-pretreated primary MCL cells. **A** CD52 levels of primary CD19^+^PI^−^ cells from peripheral blood mononuclear cells (PBMCs, P) and lymph nodes (L) from mantle cell lymphoma patients and PBMCs from healthy controls (H, blue) as mean fluorescence intensity (MFI, median) after 2–3 d treatment (patient characteristics in Supplementary Table 2) with ibrutinib (400 nM, DMSO as control), and percentage loss of CD19^+^PI^−^ cells after ibrutinib incubation compared with DMSO control (below); data were acquired by flow cytometry using CD52-APC, cell debris and doublets were excluded. B Effect of 10 µg/ml CD52 mAb treatment in combination with 10% normal human serum (NHS) on viability of ibrutinib- or DMSO-pretreated primary MCL cells; boxplot (centerline as median and square as mean) shows the percentage of CD19^+^PI^−^ cells after treatment with CD52 mAb in ibrutinib-insensitive (viability loss by ibrutinib < 50%, left) and ibrutinib-sensitive (viability loss by ibrutinib > 50%, right) cases relative to control treatment with isotype control of the corresponding pretreatment (ctr); Shapiro-Wilk test was performed to test the data for normal distribution and significance was determined by Paired *t*-test, **P < 0.01, *P* > 0.05 not significant (ns).

## Discussion

As resistance to ibrutinib therapy in MCL is common, its combination with other agents may reduce the risk for relapse [38]. Recently, multiple trials tested the efficacy of ibrutinib in combination with anti-CD20 monoclonal antibodies rituximab or obinutuzumab, and the small molecules venetoclax, bendamustine, and lenalidomide [39–41]. Although their anti-tumor activity is complementary to ibrutinib, a drug that overcomes specifically acquired ibrutinib resistance may be a superior partner. Some mechanisms of resistance were identified in the last years, such as mutation of the BTK at ibrutinib’s binding site, circumvention by alternative signaling pathways, protective microenvironment, and metabolic reprogramming towards addiction to OXPHOS, but they only cover a small part of the spectrum of resistance [19, 42–44].

In a prior scRNA-seq analysis, we tracked an ibrutinib-sensitive MCL cell line across 2 d treatment with ibrutinib, as adaptations in gene expression could be associated with higher resistance to the BTK inhibitor [7]. Although the four surviving subpopulations showed a common response, the existence of two metabolic distinct subgroups indicated that we had not caught the finally resistant cells. However, the here performed RNA-seq study demonstrated, that the transcriptome of the ibrutinib-sensitive REC-1 did not change considerably across 2–4 d treatment. Nevertheless, pathway analysis revealed reduced glycolysis and increased activity of OXPHOS in resisting cells after 4 d exposure supporting the hypothesized higher dependence on oxidative phosphorylation triggered by ibrutinib in sensitive cells [7].

Besides basal ATP generation by OXPHOS, glycolysis is a less efficient source for energy, but provides the precursors for the synthesis of biomass required for accelerated tumor cell growth [45]. The balance between OXPHOS and glycolysis-based metabolism varies in cancer cells and can be addressed by extracellular flux analysis. In contrast to the observations by Zhang et al., the differences in OCR/ECAR ratios between ibrutinib-sensitive and resistant MCL cell lines were not confirmed by our results, showing similar ratios for ibrutinib-sensitive REC-1 and resistant MAVER-1, which may be due to different culture conditions, cell density, and experimental setup in general [19, 46, 47]. In view of the impairment of glycolytic capacity by ibrutinib and the triggering of OXPHOS dependence in surviving MCL cells, the OXPHOS inhibitor IACS-010759 was added to ibrutinib-pretreated cells to block the metabolic escape [7, 18]. Surprisingly, the sequential combination did not reduce proliferation and viability of the tumor cells compared to ibrutinib alone, as cells likely compensated quenched OXPHOS by restoring glycolysis [48]. In contrast, simultaneous ibrutinib treatment plus OXPHOS inhibition increased toxicity. However, for in vivo use, an acceptable side effect profile must be ensured with respect to the proliferation already heavily reduced by the single agents. Considering the interplay between growth stimulating signaling pathways such as BTK signaling and bioenergetic processes in malignant B cells, combination regimens have to be carefully evaluated to avoid cross-reducing effects and thus maximize their efficacy [49]. Patients may also profit from IACS-010759 as a single agent, since its anti-proliferative effects on ibrutinib-sensitive and resistant MCL cells may specifically mitigate fast proliferating cells and reduce tumor burden. This study, in correlation with Zhang et al., highlights the use of OXPHOS inhibition in ibrutinib-treated mantle cell lymphoma cells [19]. However, further studies need to decipher the benefits in patient subgroups.

Inhibition of BCR signaling by ibrutinib resulted in decreased signaling of associated pathways (NF-κB, PI3K-Akt, TNF, Toll-like receptor) and lower cell cycle activity. Besides, loss of cell adhesion signature might be linked to the impaired BCR signaling and associated with the reported higher levels of CD52 with potential anti-adhesion property [7, 28, 29, 50]. Redistribution of MCL cells from lymph nodes into peripheral blood is frequent with ibrutinib therapy, and the detachment may coincide with increased CD52 surface expression [51].

Use of anti-CD52 antibody in a consecutive setup resulted in fast depletion of ibrutinib surviving REC-1 cells by complement-dependent cytotoxicity. The results encouraged us to evaluate alterations of CD52 levels and to test the efficacy of anti-CD52 therapy on primary MCL cells after pretreatment with ibrutinib. The BTK inhibitor affected healthy and malignant B cells, but only four of the primary MCL cases showed substantial loss of viability (ibrutinib-sensitive). Clinical studies reported 68–69% overall response to ibrutinib, which contrasts to the here observed 40% in untreated primary MCL cells [52, 53]. Cryopreservation and culturing without stimulating agents may have limited the signaling activity of MCL cells and responsiveness to ibrutinib. However, standard primary B-cell cultivation protocols were not appropriate, as these would alter signaling and thereby abrogate the effect of ibrutinib [43]. Focusing on the primary ibrutinib-sensitive samples revealed that ibrutinib pretreatment rendered the MCL cells significantly more vulnerable to anti-CD52 toxicity, although only two had increased CD52 levels. In summary, 20% of the 10 included primary MCL samples reflected the behavior of the ibrutinib-sensitive cell line model REC-1. The low rate might be due to limited number of samples, but also indicates that only a subgroup of MCL patients would potentially profit from the anti-CD52 treatment approach. Flow cytometry analysis of blood samples from ibrutinib responders may detect cases with increased CD52 antigen density on MCL cells, which may be more prone to CD52 mAb-mediated CDC [54]. Since ibrutinib induces lymphocytosis, residual MCL cells in the blood could be cleared by alemtuzumab, as the anti-CD52 antibody is more active in blood than in lymph nodes and could help to yield MRD negativity [55]. However, the observed fast depletion of healthy lymphocytes is consistent with the known serious side-effect profile of the antibody, including the risk of immunosuppression and viral and opportunistic infections, which must be taken into account in clinical use and may limit its applicability to heavily pretreated MCL patients with poor prognosis [56].

Further studies need to corroborate the results with the clinically used humanized IgG1 kappa antibody alemtuzumab, since antibodies of the IgG1 subclass induce higher complement activation than the IgG2 used in this study [57]. Moreover, it is of interest, whether the here shown CDC in REC-1 or another mechanism like ADCC is involved in the in vivo performance of anti-CD52 treatment in MCL [58].

In conclusion, OXPHOS and CD52 were identified as features of MCL cells that resisted ibrutinib therapy. Preclinical evaluation of two potential agents for these targets emphasized the higher efficacy of anti-CD52 therapy as consolidation after prior ibrutinib treatment, potentially minimizing survival of residual, resistant cells and improving prognosis of MCL patients.

## Materials and methods

### Cell lines, reagents, and antibodies

The cell lines REC-1, MAVER-1, JEKO-1, MINO, GRANTA-519, JVM-2, and JVM-13 were from the Deutsche Sammlung von Mikroorganismen und Zellkulturen (DSMZ, Braunschweig, Germany). Z-138 was available from the Lymphoma Research Foundation and was obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA). HBL-2 was provided by Florian Bassermann (Department of Medicine III, Technische Universität München, Munich, Germany). Cell lines were handled according to master and working stock system, and cells were cultured as previously described [59]. Mycoplasma contamination was ruled out applying the Venor® GeM OneStep kit.

Reagents and antibodies are listed in supplementary information.

### Bulk RNA-sequencing

Cells were either untreated or treated with 400 nM ibrutinib for 2 d, 3 d, and 4 d. After 4 d incubation, viable cells were collected (see viable cell isolation) and washed with PBS before isolating the RNA using AllPrep DNA/RNA Mini Kit.

RNA quality was checked using a 2100 Bioanalyzer with the RNA 6000 Nano Kit. DNA libraries were prepared using the TruSeq Stranded mRNA Library Preparation Kit according to manufacturer’s instructions (1/2 volume). Sequencing of pooled libraries was performed in single-end mode with 75 nt read length on the NextSeq 500 platform (Illumina, San Diego, CA, USA) using High output sequencing kits. Demultiplexed FASTQ files were generated with bcl2fastq2 v2.20.0.422 (Illumina). To assure high sequence quality, Illumina reads were quality- and adapter-trimmed via Cutadapt v.2.5 using a cutoff Phred score of 20 in NextSeq mode, and reads without any remaining bases were discarded [60]. Processed reads were subsequently mapped to the human reference genome (Ensembl GRCh38) using STAR v.2.7.2b [61]. Read counts on exon level summarized for each gene were generated using featureCounts v.1.6.4 from the Subread package [62]. The count output was utilized to identify differentially expressed genes using DESeq2 v.1.24.0 [63]. Read counts were normalized by DESeq2 and fold-change shrinkage was applied by setting the parameter “betaPrior=TRUE”. Differential expression of genes was assumed at an adjusted *P*-value (padj) after Benjamini-Hochberg correction < 0.05 and |log2FoldChange| ≥ 1.

ClusterProfiler v.3.14.3 was used for gene set enrichment analysis (GSEA) on all detected differentially expressed genes (DEGs) ranked by their DESeq2 log2FoldChange (log2FC) [64].

### Viable cell isolation

Cells were resuspended in density gradient medium OptiPrep^TM^ diluted with growth medium (14% (w/v) iodixanol) and overlaid with phosphate buffered saline (PBS). Viable cells were aspirated from the interphase after centrifugation. High viability (≥87% viable cells) was verified by a Countess® II FL Automated Cell Counter (Thermo Fisher Scientific, Waltham, MA, USA) following trypan blue staining of cells.

### Proliferation assay

Metabolic activity of cells as a measure of proliferation was determined by 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay as previously published [43].

### Western Blot

After incubation of cells as indicated, protein lysates were prepared and western blot was performed as previously described [59].

### Extracellular flux analysis

Cells were resuspended in Seahorse medium (Agilent Technologies, Santa Clara, CA, USA) and were seeded in poly-D-lysine coated Seahorse XFe96 Cell Culture Microplates (Agilent). Extracellular Flux analysis was performed on a Seahorse XFe96 Metabolic Flux Analyzer (Agilent) as described earlier [7].

### CD52 mAb and IACS-010759 treatment

Cells were either pretreated (with subsequent isolation of viable cells, except for Supplementary Fig. 2C) or simultaneously treated with 400 nM ibrutinib or DMSO and 10 µg/ml CD52 mAb (or isotype control) for anti-CD52 assay, or 25 nM IACS-010759 (or DMSO) for OXPHOS inhibition. For anti-CD52 assay, cells were seeded in serum-free medium on ice and incubated with CD52 mAb (or isotype control) for 30 min, before normal human serum (NHS, 10%) was added as source for active complement (heat inactivated human serum as control, HIS) for further incubation at 37 °C and 5% CO_2_ in humidified atmosphere.

### Microscopy

Images were taken with an EVOS M7000 Imaging System (Thermo Fisher Scientific, Waltham, MA, USA) and converted to grayscale (8-bit) by Corel PHOTO-PAINT 2019 (Ottawa, ON, Canada).

### Primary cells

Primary cells, deposited in the Interdisciplinary Bank of Biomaterials and Data were used according to the ethical guidelines of the Medical Faculty. After isolation of cells from lymph nodes using cell sieves and from blood by Ficoll, cells were frozen and stored in liquid nitrogen. Culture medium consisted of RPMI 1640, 2 mM L-Glutamine, 10% HIS, 1% penicillin-streptomycin, and 1% non-essential amino acids (100x MEM NEAA).

### Flow cytometry

Data were acquired on a BD FACSCanto II (BD Bioscience, CA, USA) with FACS Diva Software v.6.1.3 and was analyzed with Flowing Software v.2.5.1 (Perttu Terho, Turku Center for Biotechnology, University of Turku, Finland, in collaboration with Turku Bioimaging). Cells were stained with propidium iodide (PI) to identify viable cells. Isotype controls were included to exclude unspecific antibody binding.

### Statistical analysis

Statistics were prepared in Microsoft Excel 2016 (Microsoft Corporation, Redmond, WA, USA) and OriginPro® 2021b (OriginLab Corporation, Northampton, MA, USA). Statistical analyses are described in the figure legends. Groups were considered significantly different when *P* < 0.05 (*), *P* < 0.01 (**), *P* < 0.001 (***) or not significant (ns) at *P* > 0.05. *P*-values are mentioned for decisive results of this study. Figures show mean values ± standard error of the mean (SEM).

## Supplementary information

Supplementary Information

Supplementary Table 1

Original Western Blots

## Data Availability

The RNA-seq data set is available in the Gene Expression Omnibus repository under GEO accession GSE214725.

# Supplementary material for: CD52 and OXPHOS—potential targets in ibrutinib-treated mantle cell lymphoma
**Source:** Cell Death Discov. 2022 Dec 31;8:505. doi: 10.1038/s41420-022-01289-7

Original western blots

Simultaneous treatment (3 d ibrutinib + IACS)

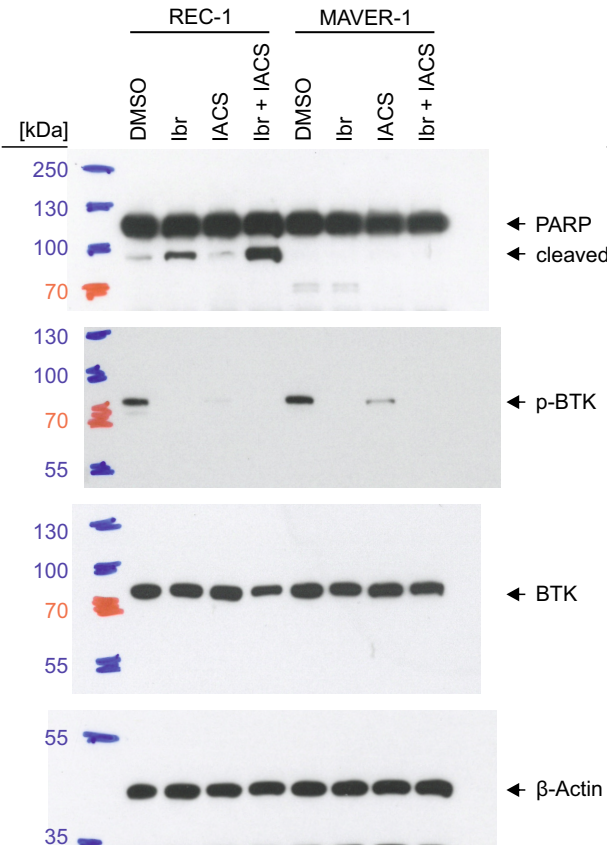

Consecutive treatment (3 d ibrutinib + 2 d IACS)

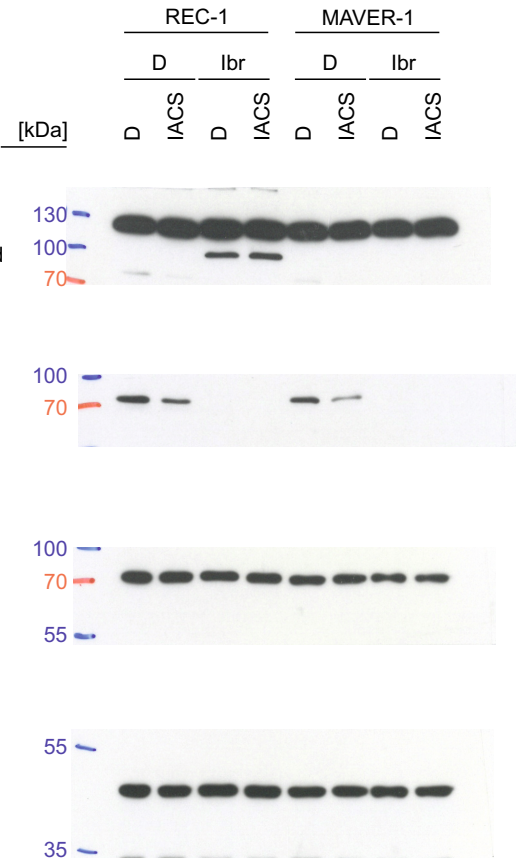

**Supplement:** Supplementary file 3 — Original Western Blots

How the deposited data were processed for this re-analysis (not part of the article)

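RNA of REC-1 cells was measured by poly(A)-selected, strand-specific, single-end RNA sequencing in 12 libraries. There were 4 groups of 3 libraries each: untreated cells and cells treated with 400 nM ibrutinib for 2 d, 3 d, and 4 d, all after 4 d of culture. Viable cells were isolated before RNA extraction. Ibrutinib was dissolved in DMSO, and neither the methods nor the labels state that untreated cells of this experiment received DMSO, so that comparisons with untreated cells do not separate the drug from its solvent.

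The authors trimmed reads with Cutadapt 2.5, mapped them to the human genome with STAR 2.7.2b, and summed exon reads per gene with featureCounts 1.6.4. The deposited table holds estimated counts per gene for each library, with no scaling for depth or length. Whole counts had been assumed before the data were examined, but only 67.5% of the values above 0 were whole within a tolerance of 1e-06. The values were therefore rounded to whole numbers for edgeR, limma-voom, and DESeq2. Fractional values held 47.6% to 53.4% of the counts of a library, and the setting that produced them is not stated in the paper's text. Genes carry RefSeq identifiers and positions on GRCh38.p13, while the methods name Ensembl's annotation of GRCh38; positions in the text are those of the table. The authors fitted DESeq2 1.24.0 after this step.

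All 12 columns of the table were mapped to a group, with 0 columns left unmapped. The library totals were 24447922 to 30550399 counts with a median of 28308000. The chi-square per gene between replicates, which sampling noise alone would keep near 1, was 14.13 to 23.18 between replicates 1 and 2 and 23.75 to 93.32 for pairs with replicate 3. The replicates thus differed by more than the sampling noise. In data simulated with the same design, 32.2% of genes with a log2 fold change of 1 and 82.3% of those with a log2 fold change of 2 were called at 2 d against untreated, and 4.87% of all calls were false. For 2 d against 4 d these shares were 28.1% and 83.0%, with 3.59% of calls false. At an adjusted p alone, 57.2% and 56.8% of genes with a log2 fold change of 1 passed. A shifted gene list was called in 3 of 3 simulations and random lists in 0 of 120. The simulated genes varied independently of each other and held no effect of the replicate number. These shares therefore do not give camera's error for lists of correlated genes, such as the cytosolic ribosome list (estimated correlation of 0.75 at 2 d).

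Genes were kept by edgeR's filterByExpr (16200 of 44554). The main test was edgeR 4.0.16 under R 4.3.3, with TMM normalization and the quasi-likelihood F test with robust dispersion, in 1 model with 4 groups. The compared pairs were each time against untreated cells, the treatment times against each other, the pooled times against untreated cells, and any difference among the 3 times. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. CPM values are TMM-normalized, and errors are the SD over 3 libraries or the SE of the fit. Gene lists were compared with other genes by camera (limma 3.58.1, preset correlation 0.01) with adjustment over 46 lists. Of the 1838 genes of the 48 lists, 15 have no entry in the table, 13 of them being the protein-coding genes of the mitochondrial genome, which were not analysed here. Lists with fewer than 3 tested genes were not tested. Distances were computed from variance-stabilized values (DESeq2 1.42.0) with exact permutation tests. Intervals are 95% intervals.

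The genes named in the text were fixed by a rule set before the data were examined: genes the paper names, the 10 genes with the largest change per direction at 2 d and at 4 d among called genes without overlap between groups and with a mean of at least 5 CPM in the higher group, every gene called between 2 d and 4 d, up to 4 members of each list with the smallest p at 4 d, and members of the oxidative phosphorylation and glycolysis lists where a stated count was 5 or fewer. This gave 217 genes. Some of them are not reported here.

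According to the labels the whole experiment was repeated for the replicates, and equal replicate numbers were taken to pair libraries of different groups. After removal of group means, correlations between libraries of the same number had a median of 0.042 for replicate 1, 0.169 for replicate 2, and 0.265 for replicate 3, with 1 of 6, 5 of 6, and 6 of 6 pairs over 0.1. Between different numbers the median was −0.0647 (36 pairs). A fit with the replicate number as a block was therefore run as an alternative, and its values stand beside a result where they change a call or move a count by more than 1.5 times.

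The alternatives were other size factors (DESeq2's, library size only, upper quartile), no filter, a filter of 1 CPM in 3 libraries, a fit of the compared groups only, the replicate block alone and with a GC correction, glmTreat, adjusted p alone, DESeq2 with betaPrior=TRUE and without shrinkage, limma-voom, and leaving out each library. For lists they were an estimated correlation, fry, and fgsea 1.28.0 on both sets of fold changes. Camera with an estimated correlation was run only in the fit without the replicate block, so it ignores the pairing of libraries. For distances they were log2 CPM with a prior count of 2, the 500 most variable genes, and Spearman correlation. DESeq2 with the replicate block and leaving out a replicate number from every group were added after the data were seen, as was a test of the distance between times with times permuted within replicate numbers. The patient data of the paper have no files here and were left out.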

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

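Of the tests in this part, the GC correction for ribosomal protein genes and the test of scaling for mitosis genes were chosen after the result was seen.

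The interferon response list, which the paper's text does not discuss, was higher at 4 d than in untreated cells (camera, adjusted p = 2.60e-14, and adjusted p = 0.0195 with an estimated correlation), with 24 of 42 tested genes higher and 2 lower. At 3 d, for which the paper's text gives no comparison with untreated cells, 785 genes were up- and 1030 were downregulated. Between 2 d and 4 d, 21 of 46 lists passed camera, 8 higher and 13 lower at 2 d, and 4 of the 21 also passed fry with the replicate block in its test of 1 direction. DNA replication (camera, adjusted p = 1.22e-16) and lymphocyte trafficking and adhesion (camera, adjusted p = 3.17e-08) did not pass this fry test (adjusted p = 0.114 and 0.240). Of the 4 lists that did, the mitosis list is weighed below, and the fatty acid synthesis list was higher at 2 d (camera, adjusted p = 7.03e-07, adjusted p = 0.157 with an estimated correlation, and by fry 0.0956 without and 0.0285 with the replicate block). The cell cycle list was also higher at 2 d (camera, adjusted p = 1.07e-06, adjusted p = 0.157 with an estimated correlation, and by fry 0.0770 without and 0.0285 with the replicate block). The cytosolic ribosome list was lower at 2 d than at 4 d (camera, adjusted p = 1.20e-24, adjusted p = 0.423 with an estimated correlation, and by fry 0.291 without and 0.0078 with the replicate block).

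Replication-dependent histone transcripts, most of which lack a poly(A) tail, were higher at 4 d, with 10 of 30 tested genes higher and 0 lower (11 and 0 when adjusted over the list alone; camera, adjusted p = 6.04e-06, and adjusted p = 0.119 with an estimated correlation). Against carry-over of RNA without a poly(A) tail as the whole cause stands the ratio of histone counts to the counts of 78 other transcripts without a tail, which was higher in treated libraries by 1.15 on the log2 scale (exact one-sided permutation test over 220 splits, p = 0.0318), although these transcripts had only 5743 counts in all, the ratio was highest in replicate 3 (6.00 at 3 d and 6.15 at 4 d), and at 3 d replicates 1 and 2 (3.61 and 3.02) did not stand clear of the untreated libraries (3.42 to 3.56). Against ribosomal RNA, which had 7024297 counts, the excess of histone counts was smaller, at 0.611 on the log2 scale (exact one-sided permutation test, p = 0.0136). Ribosomal RNA itself was higher in treated libraries by 0.353, whereas the 78 transcripts were lower by 0.184, so that carry-over as a part of the cause stays open. Reads shared between histone copies stay open: the 12 genes with whole values in every library had a median log2 fold change of 0.058 with 1 gene higher, and the 18 genes with fractional values had a median of 0.84 with 9 genes higher. The first set was also less abundant, with a median of 0.442 CPM against 2.40 CPM. An effect of the drug on histone transcripts or their 3′ ends was not tested.

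Mitosis transcripts were higher at 2 d than at 4 d (camera, adjusted p = 7.56e-61, adjusted p = 0.111 with an estimated correlation, and by fry 0.0711 without and 0.0078 with the replicate block), and the mean of the list at 4 d less that at 2 d was −0.59, −0.50, and −0.66 on the log2 scale in the 3 repeats. The choice of scaling is argued against as the whole cause, since the median log2 fold change of the list was 0.59 to 0.66 over 4 scalings, under which that of all genes was −0.024 to 0.048. The spread between repeats is consistent with the lack of calls without the block: the SD of the 3 differences was 0.292 times the SD for unpaired libraries. At 2 d, 3 d, and 4 d the mean log2 CPM of the list was 6.39, 5.87, and 5.80 in repeat 1. It was 6.23, 5.94, and 5.73 in repeat 2, and 6.05, 5.62, and 5.39 in repeat 3. The list thus decreased with longer treatment in each repeat, although its steps to and from 3 d were not tested. The cause stays open: all cells had the same time in culture, so longer treatment also meant less time without the drug.

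Ribosomal protein genes had a median log2 fold change of 0.48 at 4 d and the oxidative phosphorylation genes one of 0.16. For ribosomal proteins, transcript length and level are argued against as the whole cause: the median lay at percentile 100 of 10000 lists matched on both. These lists had a median of 0.16 and reached 0.03 to 0.27 (95% range), so that length and level may give a part. The match was incomplete, since the matched genes were less abundant (mean log2 CPM of 9.01 against 9.74) and longer (median exon length of 1437 against 1131). They were also drawn gene by gene, whereas the estimated correlation of the ribosomal list was 0.74 at 3 d, so their range may be too narrow. A GC trend as the whole cause is argued against, since a GC correction left the median at 0.47 with 75 of 83 genes higher (0.47 with the replicate block alone) and camera's adjusted p at 7.22e-21. This fit had the replicate block and camera used the preset correlation. In the fit with neither block nor correction, the list did not pass with an estimated correlation (camera, adjusted p = 0.365). An estimated correlation was not run with the GC correction, so that value does not bear on GC content. For oxidative phosphorylation, the median lay at percentile 97.9 of its matched lists, whose 95% range was −0.04 to 0.16, so that an effect of length and level cannot be told apart from one of the drug: the value lies at the edge of the range. A biological effect of the drug on these genes stays open.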

How the results depend on the processing

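Upregulated genes at 2 d, 3 d, and 4 d were 159, 235, and 239 with glmTreat and 1422, 2083, and 2174 at an adjusted p alone; downregulated genes were 253, 398, and 394 and 1451, 2224, and 2241, as follows from a stricter and a looser limit. With DESeq2 and the replicate block, added after the data were seen, 369 genes were upregulated at 2 d. Leaving out 1 library, or 1 replicate number from every group (the latter added after the data were seen), gave 270 to 539 up- and 292 to 661 downregulated genes at 2 d, 456 to 838 and 537 to 1274 at 3 d, and 557 to 808 and 591 to 992 at 4 d; the lowest counts were without replicate 1 of every group, and 367 genes were upregulated at 2 d without replicate 3 of every group. For the pooled times glmTreat gave 767 genes, DESeq2 with betaPrior=TRUE 1203, adjusted p alone 5304, and leave-outs 1338 to 2104. Genes higher and lower at 2 d than at 4 d were 9 and 5 without a filter, 19 and 10 with the replicate block, 25 and 11 with the block and a GC correction, 8 and 4 by DESeq2 with betaPrior=TRUE, 13 and 6 with its block, 19 and 10 by DESeq2 without shrinkage, 0 and 2 by limma-voom, and from 0 to 11 and from 0 to 1 in leave-outs. Genes that differed between 3 d and 2 d were 1 with the block, with or without the GC correction, 5 and 6 by DESeq2 with betaPrior=TRUE and without shrinkage, 7 by DESeq2 with the block, and 0 to 1 in leave-outs. Genes that differed among the 3 times were 17 without a filter, 64 with the block, 244 with the block and a GC correction, 77 by DESeq2 without shrinkage, and 0 to 9 in leave-outs. The genes called at 2 d whose interval lay within 1 of 0 were 296 (of 562 called) to 660 (of 1511 called) in leave-outs. The cause of these changes was not tested.

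The adjusted p of the oxidative phosphorylation list was 0.0802 with library size only, 0.0812 without V-type pumps, 0.600 with an estimated correlation, 0.0655 by fry, 0.00117 to 0.200 in leave-outs, 0.0160 in the higher direction by fgsea on DESeq2's fold changes, and 0.812 in the lower direction by fgsea on edgeR's. It exceeded 0.05 without untreated replicate 1 (0.0884), 4 d replicate 1 (0.0602), 4 d replicate 2, replicate 1 of every group (0.158), and replicate 2 of every group (0.132). With the replicate block and a GC correction camera gave 0.00983 in the higher direction. Glycolysis had 0.139 with an estimated correlation, 0.252 and 0.00275 by fgsea on edgeR's and DESeq2's fold changes, and 1.32e-09 to 0.000549 in leave-outs. NF-ĸB signaling had 0.0404 by fry, 0.0173 and 0.0160 by fgsea on edgeR's and DESeq2's fold changes, and 0.00681 to 0.276 in leave-outs, with 0.00864 without replicate 3 of every group and 0.201 without 4 d replicate 1. PI3K-Akt signaling had 0.0274 by fry, 4.89e-05 and 4.13e-05 by fgsea, and 0.0132 to 0.242 in leave-outs, with 0.0428 without untreated replicate 3 and 0.238 without 4 d replicate 2. With an estimated correlation, Toll-like receptor signaling had 0.174, TNF signaling 0.202, and the cell cycle 0.169; Toll-like receptor signaling had 0.00268 to 0.0640 in leave-outs, the latter without replicate 2 of every group. Cell adhesion molecules had 0.00223 and 0.00602 by fgsea on edgeR's and DESeq2's fold changes and 0.0538 to 0.499 in leave-outs. Of the 38 other lists, 25 were called, and 1 was called with an estimated correlation. The fgsea test on edgeR's fold changes turned the direction of the FOXO and KLF2 list (0.386) and of the lysosome list (0.802). The distance between replicate numbers was 0.0023 by 1 minus Spearman correlation (exact permutation test, p = 0.0571) and 0.954 to 11.7 without 1 replicate number, where 10 groupings cannot reach a p under 0.05. The distance of untreated to treated libraries kept its side of the threshold in every setting run, while the distance between times stayed above a p of 0.05 in every setting run, also with times permuted within replicate numbers (2.08, exact permutation test, p = 0.0833, chosen after the data were seen); without 1 replicate number its 15 groupings cannot reach a p under 0.05. Of 5099 values of single genes under alternatives, 4829 kept their direction and their side of the threshold, 251 lost the call, 19 gained it, and 0 turned; of 684 values of other lists, 628 were kept, 33 lost the call, 21 gained it, and 2 turned. Turns were counted only where a call was involved, and 16 of the kept values of lists lay in the other direction without a call. Apart from the results given beside it, the replicate block changed the call of MS4A1, ATP5F1D, ATP5MC2, and CFD at 4 d. The planned run without the mitochondrial genes was not run, since they have no entry in the table. With 3 libraries per group, 32.2% of simulated genes with a log2 fold change of 1 were called at 2 d against untreated and 28.1% at 2 d against 4 d.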

Differences from the paper's values

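The paper reports 8 genes higher and 4 genes lower at 2 d than at 4 d (|log2FC| ≥ 1, padj < 0.05), and edgeR called 0 and 0 at the same thresholds. Among the alternatives set before the data were examined, DESeq2 with betaPrior=TRUE gave 8 and 4, the paper's values, and edgeR without a filter gave 9 and 5. The paper's methods name DESeq2 with this setting. The values stayed more than 1.5 times apart with the other size factors, a filter of 1 CPM in 3 libraries, the compared groups only, glmTreat, adjusted p alone, and each leave-out of a 2 d or 4 d library (0 and 0 in each), with the replicate block (19 and 10), with the block and a GC correction (25 and 11), with DESeq2 without shrinkage (19 and 10), and with limma-voom (0 and 2). Of the settings chosen after the values were seen, DESeq2 with betaPrior=TRUE and the block gave 13 and 6, and edgeR without replicate 3 of every group gave 11 and 1. The paper's text does not name its genes, so a match by name could not be checked. Of the genes from DESeq2 with betaPrior=TRUE, which gave the paper's counts, DESeq2 with the block dropped only CLCN2. Without replicate 3 of every group, edgeR kept only CCR6, FADS2, SREBF1, and SCDP1 of them.

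For 3 pathways the normalized enrichment score by fgsea on DESeq2's shrunken fold changes, with lists written by hand, differed from the paper's by more than a leave-one-out SD. This SD (0.0349 for PI3K-Akt, 0.0315 for Toll-like receptor, and 0.0544 for TNF signaling) is that of the scores with each untreated or 4 d library left out. Such runs share most of their libraries, so the SD understates the error of a score, and the differences may lie within that error. The lists also differ in size from the paper's sets (256 genes against 274 for PI3K-Akt signaling). The score was −1.68 against the paper's −1.72 for PI3K-Akt signaling, −1.79 against the paper's −1.83 for Toll-like receptor signaling, and −1.85 against the paper's −1.92 for TNF signaling, in each case with the paper's sign. On edgeR's fold changes the TNF score was −1.94, within this SD of the paper's value, while those of PI3K-Akt (−1.80) and Toll-like receptor signaling (−2.07) were not.

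The paper gives NF-ĸB signaling, PI3K-Akt signaling, and cell adhesion molecules as lower at 4 d, and camera did not call these 3 lists (adjusted p = 0.117, 0.156, and 0.353), although the direction of each was lower. Among the other set tests, fry called NF-ĸB (adjusted p = 0.0404) and PI3K-Akt signaling (adjusted p = 0.0274) lower, and fgsea called all 3 lists lower on DESeq2's fold changes (adjusted p = 0.0160, 4.13e-05, and 0.00602) and on edgeR's (adjusted p = 0.0173, 4.89e-05, and 0.00223). NF-ĸB and PI3K-Akt signaling were also called by camera without untreated replicate 3 (adjusted p = 0.00681 and 0.0428), and without replicate 3 of every group, chosen after the values were seen (adjusted p = 0.00864 and 0.0132).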

Other observations

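Most tested genes of the interferon response list were higher at 4 d. The chemokine gene CXCL10, by contrast, had 47.1 to 86.9 CPM in the untreated libraries and 0 to 0.775 CPM at 4 d. OAS1, an enzyme that senses viral RNA, increased from 11.1 ± 0.619 CPM in untreated cells to 118 ± 11.9 CPM at 4 d (SD, n = 3 each), a log2 fold change of 3.42 (SE 0.13, adjusted p = 4.74e-09 from edgeR). TRIM22 had a log2 fold change of 2.35, OAS2 of 2.32, and SP110 of 1.49. Adjusted over the list alone, 29 of the 42 tested interferon genes were higher and 2 were lower. Of 20 tested genes of MHC class I presentation, 9 were higher and 1 was lower (13 and 1 when adjusted over the list alone; camera, adjusted p = 0.000132, and adjusted p = 0.0997 with an estimated correlation), with the peptide transporter gene TAP2 at a log2 fold change of 0.95 and HLA-C at 0.83. Of 9 tested genes of MHC class II presentation, 4 were higher and 2 were lower (6 and 2 when adjusted over the list alone; adjusted p = 0.0365, and adjusted p = 0.310 with an estimated correlation). Their transactivator gene CIITA increased from 21.5 ± 6.52 CPM to 99.1 ± 20.8 CPM (SD, n = 3 each). CD52 (gene 1043, chromosome 1 from 26317958 to 26320523), the antigen that the paper measures on the cell surface, had 167 ± 42.8 CPM in untreated cells and 542 ± 97.4 CPM at 4 d (SD, n = 3 each). Its log2 fold change was 1.46 at 2 d (SE 0.18, adjusted p = 8.80e-05 from edgeR) and 1.70 at 4 d (SE 0.18, adjusted p = 1.84e-05 from edgeR), with all 9 treated libraries above the 3 untreated ones. Of 22 tested antibody target antigens, 8 were higher and 10 were lower at 4 d (9 and 11 when adjusted over the list alone; adjusted p = 0.782). MS4A1, which encodes CD20, had a log2 fold change of −0.72 at 2 d (adjusted p = 0.0484 from edgeR) and −0.62 at 4 d (adjusted p = 0.0651 from edgeR, and 0.000151 with the replicate block). Its call at 2 d was not kept in every one of 21 alternative settings, where the largest adjusted p was 0.246. BTK had a log2 fold change of 0.41, CCND1 of 0.87, PARP1 of 0.48, and ACTB, often a loading control, of 0.52 at 4 d (adjusted p = 0.0057, 0.000226, 0.00527, and 0.00448 from edgeR). In settings chosen after the data were seen, BTK and PARP1 lost the call without replicate 1 of every group (adjusted p = 0.166 and 0.0928 from edgeR), and PARP1 and ACTB lost it without replicate 2 of every group (adjusted p = 0.0541 and 0.0504 from edgeR). Of 11 tested complement regulators and receptors, 1 was higher (CR1, log2 fold change 1.25) and 2 were lower (C3, −1.05, and CD59, −0.76), with the same counts over the list alone and 4 lower with the replicate block; camera's direction was lower with an adjusted p of 0.614, whereas the mean log2 fold change was 0.10.

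Of 35 tested genes of serine, glycine, and asparagine synthesis, 21 were lower and 0 were higher (24 and 0 when adjusted over the list alone; camera, adjusted p = 3.38e-16, and adjusted p = 0.0997 with an estimated correlation). The amino acid transporter gene SLC7A5 decreased from 145 ± 36.8 CPM to 28.3 ± 3.22 CPM (SD, n = 3 each). Of 23 tested genes of cholesterol synthesis, 19 were lower and 0 were higher (19 and 1 when adjusted over the list alone, and 1 higher with the replicate block; camera, adjusted p = 3.14e-10, and adjusted p = 0.0997 with an estimated correlation), among them DHCR7 with a log2 fold change of −1.55. Of 21 tested genes of fatty acid synthesis and desaturation, 11 were lower and 2 were higher (14 and 2 when adjusted over the list alone; adjusted p = 5.07e-07, and adjusted p = 0.0997 with an estimated correlation). SCD, a desaturase, decreased from 1741 ± 140.0 CPM to 413 ± 33.4 CPM (SD, n = 3 each). Of 25 genes of nucleotide synthesis, 11 were lower and 0 were higher (11 and 0 when adjusted over the list alone; adjusted p = 4.30e-05, and adjusted p = 0.181 with an estimated correlation), and 19 were lower with the replicate block. Of 30 genes of the unfolded protein response, 13 were lower and 0 higher (14 and 0 when adjusted over the list alone, and 1 higher with the replicate block; adjusted p = 5.84e-05, and adjusted p = 0.331 with an estimated correlation), and of 19 heat shock genes 8 were lower and 0 higher (10 and 0 when adjusted over the list alone; adjusted p = 0.00244, and adjusted p = 0.310 with an estimated correlation). Of 23 tested genes of plasma cell differentiation, 13 were lower and 2 were higher (13 and 2 when adjusted over the list alone; adjusted p = 4.83e-05, and adjusted p = 0.119 with an estimated correlation), with IRF4 at a log2 fold change of −2.98 and PRDM1 at −1.65. Of 44 tested genes of the FOXO and KLF2 response, 20 were higher and 7 lower (20 and 8 when adjusted over the list alone; adjusted p = 0.00244, and adjusted p = 0.310 with an estimated correlation), and of 72 tested lysosome genes 24 were higher and 9 lower (28 and 10 when adjusted over the list alone, and 14 lower with the replicate block; adjusted p = 0.0163, and adjusted p = 0.199 with an estimated correlation). At 4 d, 14 of 29 tested chemokine and cytokine genes were lower and 3 were higher (17 and 5 when adjusted over the list alone; adjusted p = 1.52e-06, and adjusted p = 0.119 with an estimated correlation).

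Several lists did not pass camera at 4 d. These were complex I (adjusted p = 0.118), complexes II and III (adjusted p = 0.506), complex IV (adjusted p = 0.506), the ATP synthase (adjusted p = 0.182), and V-type pumps (adjusted p = 0.0742). For complex IV and V-type pumps the mean log2 fold changes were −0.054 and −0.027, while the medians were 0.24 and 0.26 and camera's direction was higher. By fgsea complex IV was lower on DESeq2's and on edgeR's fold changes (normalized enrichment scores of −1.18 and −1.21), and V-type pumps were lower on edgeR's (−1.15) and higher on DESeq2's (1.31), each without a call. Complex I was called higher by fgsea on DESeq2's fold changes (normalized enrichment score of 1.55, adjusted p = 0.0250) and by camera with the replicate block and a GC correction (adjusted p = 0.0426), but not by fgsea on edgeR's fold changes (adjusted p = 0.167). With the replicate block, 13 genes of complex I and 5 of the ATP synthase were higher. Of 22 genes of the tricarboxylic acid cycle, 1 was higher and 4 were lower (1 and 2 when adjusted over the list alone, and 2 and 6 with the replicate block; adjusted p = 0.436), and of 78 mitochondrial ribosomal genes 4 were higher and 7 lower (3 and 4 when adjusted over the list alone; adjusted p = 0.397), with 14 lower under the replicate block. Of 28 tested p53 response genes, 4 were higher and 8 lower (5 and 9 when adjusted over the list alone; adjusted p = 0.301), and of 32 tested genes of the BCL2 family and apoptosis 6 were higher and 11 lower (6 and 11 when adjusted over the list alone; adjusted p = 0.0714). Among markers of other cell types, 2 of 8 tested genes of T and NK cells were higher and 2 lower (2 and 2 when adjusted over the list alone; adjusted p = 0.900). The median log2 fold change of this list was 0.044, its mean −0.54, and its gene TRBC2 had 152 ± 21.3 CPM in untreated cells and 282 ± 74.9 CPM at 4 d (SD, n = 3 each). Of 16 myeloid markers only AIF1 was abundant enough to be tested, with a log2 fold change of 1.76. Of 6 tested erythroid, stromal, and epithelial markers, 1 was higher and 2 were lower (1 and 2 when adjusted over the list alone; adjusted p = 0.0675).

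At 2 d, 6 genes of oxidative phosphorylation were higher and 6 were lower (camera, adjusted p = 0.284), with 17 and 9 under the replicate block, and 18 of the 22 core glycolytic genes were lower. At 3 d, 18 genes of oxidative phosphorylation were higher and 7 were lower, with a median log2 fold change of 0.20. Camera called this list higher at 3 d (adjusted p = 0.0306, and 0.0127 with the replicate block). It did not pass with an estimated correlation (camera, adjusted p = 0.579) or by fry (adjusted p = 0.0848). Of the lists after the paper's other pathways at 2 d, the adjusted p was 0.0104 for NF-ĸB, 0.0594 for PI3K-Akt, 0.000655 for Toll-like receptor, and 0.000215 for TNF signaling, 0.121 for the cell cycle, 6.64e-05 for glycolysis, and 0.0427 for cell adhesion molecules (0.0596 with the replicate block), each in the lower direction. With an estimated correlation none of these lists passed, the adjusted p being 0.298 for NF-ĸB, 0.301 for PI3K-Akt, 0.0861 for Toll-like receptor, and 0.136 for TNF signaling, 0.480 for the cell cycle, 0.136 for glycolysis, and 0.522 for cell adhesion molecules.

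Other splits of the libraries were compared with the real groups. For each treatment time against untreated cells there are 10 splits, too few for a share under 0.05, and 1 of them, the real one, reached its own count: 1271 genes at 2 d, 1815 at 3 d, and 1811 at 4 d, with 0 genes in the highest other split. For 2 d against 4 d, 3 d against 2 d, and 4 d against 3 d the real count was 0 and the highest other 0, so that all 10 splits reached it, and these splits too are too few. For the pooled times, 1 of 100 splits drawn, the real one, reached its 1816 genes in a fit of 2 groups, and the highest other had 5, a share under 0.05. Chance is thereby made unlikely but not excluded. The splits ignore that replicate numbers are taken to pair the libraries. The other splits also mix treated with untreated libraries, so that the effect of the drug adds to the spread and low counts were likely in them. With the replicate block, 29 genes differed between 2 d and 4 d in the real split and 0 in each of the 3 others that part all pairs. In those 3 splits camera still gave the mitosis list an adjusted p of 4.03e-05, 7.67e-18, and 1.86e-07, against 6.20e-77 in the real split. These splits exchange 1 library per group and keep part of the real difference, with a median absolute log2 fold change of the list of 0.18, 0.25, and 0.18 against 0.60, so that they are not free of it.

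For gene lists at 4 d by camera, 1 of 10 splits, the real one, reached its 30 lists, and the other splits gave up to 27, with up to 7 of the 8 lists after the paper's pathways against 5 in the real split. The splits are too few for a share under 0.05. The interferon response list passed camera in every other split too (adjusted p from 9.24e-08 to 0.00881, against 2.60e-14 in the real split). Each other split leaves libraries of both kinds in unequal number in its groups and so keeps part of the difference between 4 d and untreated cells, so that the lists called in it are not separated from the effect of the drug. By fry, 35 lists were called in the real split and 0 in every other split. In hierarchical clustering, the 3 d and 4 d libraries of replicate 3 formed a cluster of their own, at a distance of 31.2 from each other, and 3 d replicate 2 stood apart.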
